# Effect of mechanical unloading on genome-wide DNA methylation profile of the failing human heart

**DOI:** 10.1172/jci.insight.161788

**Published:** 2023-02-22

**Authors:** Xianghai Liao, Peter J. Kennel, Bohao Liu, Trevor R. Nash, Richard Z. Zhuang, Amandine F. Godier-Furnemont, Chenyi Xue, Rong Lu, Paolo C. Colombo, Nir Uriel, Muredach P. Reilly, Steven O. Marx, Gordana Vunjak-Novakovic, Veli K. Topkara

**Keywords:** Cardiology, Epigenetics, Heart failure, Noncoding RNAs

## Abstract

Heart failure (HF) is characterized by global alterations in myocardial DNA methylation, yet little is known about the epigenetic regulation of the noncoding genome and potential reversibility of DNA methylation with left ventricular assist device (LVAD) therapy. Genome-wide mapping of myocardial DNA methylation in 36 patients with HF at LVAD implantation, 8 patients at LVAD explantation, and 7 nonfailing (NF) donors using a high-density bead array platform identified 2,079 differentially methylated positions (DMPs) in ischemic cardiomyopathy (ICM) and 261 DMPs in nonischemic cardiomyopathy (NICM). LVAD support resulted in normalization of 3.2% of HF-associated DMPs. Methylation-expression correlation analysis yielded several protein-coding genes that are hypomethylated and upregulated (*HTRA1*, *FBXO16*, *EFCAB13*, and *AKAP13*) or hypermethylated and downregulated (*TBX3*) in HF. A potentially novel cardiac-specific super-enhancer long noncoding RNA (lncRNA) (*LINC00881*) is hypermethylated and downregulated in human HF. *LINC00881* is an upstream regulator of sarcomere and calcium channel gene expression including *MYH6*, *CACNA1C*, and *RYR2*. *LINC00881* knockdown reduces peak calcium amplitude in the beating human induced pluripotent stem cell–derived cardiomyocytes (hiPSC-CMs). These data suggest that HF-associated changes in myocardial DNA methylation within coding and noncoding genomes are minimally reversible with mechanical unloading. Epigenetic reprogramming strategies may be necessary to achieve sustained clinical recovery from heart failure.

## Introduction

Heart failure (HF) is a major public health problem with more than 6 million patients affected in the United States alone (1). Despite significant progress achieved in the diagnosis and treatment of HF, the majority of patients progress to advanced stages of the disease, leading to unacceptably high rates of morbidity and mortality, even exceeding most cancers. Pharmacological management of HF has traditionally focused on targeting endogenous neurohormonal signaling cascades that are associated with disease progression as well as diuretic therapy for symptom relief (2). However, our limited mechanistic understanding of the complex HF pathophysiology does not fully explain the wide variation in disease progression and treatment response observed in this population, highlighting the need for novel molecular diagnostic and therapeutic strategies.

The failing human heart undergoes structural and functional remodeling that is accompanied by profound alterations in the myocardial transcriptome including recapitulation of the fetal gene expression program and downregulation of the genes involved in the oxidative phosphorylation pathway (3, 4). While some of these changes are common to all forms of HF, gene expression could be etiology specific and help distinguish patients with different types of HF (5, 6). Transcriptional profiling of paired myocardial samples obtained from patients with advanced HF before and after left ventricular assist device (LVAD) support demonstrate that only a small percentage of genes that are dysregulated in HF normalize with mechanical unloading of the failing human heart (7–9). While the mechanisms responsible for the persistent dysregulation of myocardial gene expression in the end-stage human HF remains unknown, emerging evidence suggests that epigenetic regulation may play important roles in transcriptional reprogramming by altering gene accessibility and TF binding to gene promoters or enhancers (10, 11).

DNA methylation is an essential epigenetic modification involving transfer of a methyl group onto the fifth position of the cytosine catalyzed by a family of DNA methyltransferases (DNMTs) and generally signals for transcription repression at the promoter sites (12). Several pathological conditions, in particular malignant transformation, have been associated with hypermethylation of specific target gene promoters as well as global hypomethylation leading to genomic instability (13). DNA methylation assays have been FDA approved for early detection of cancer and DNA demethylation agents have become standard-of-care therapy for high-risk patients with myelodysplastic syndrome (14–16). While the data is lagging for HF, several studies to date investigated genome-wide DNA methylation in the failing human heart using targeted bisulphite sequencing or chip-based approaches (17–23). However, none of these studies have examined whether or not, and if so to what extent, aberrant DNA methylation is reversible in the failing human heart. Moreover, HF-associated changes in DNA methylation of noncoding genomic elements including long noncoding RNAs (lncRNAs) remain largely unknown. Hence, in the current study, we characterize the myocardial DNA methylation profile of patients with end-stage cardiomyopathy before and after mechanical unloading with LVAD support. Furthermore, we identify what we believe to be a novel cardiac-specific– and super-enhancer–associated lncRNA (*LINC00881*) that is hypermethylated and downregulated in the failing human heart as a key regulator of calcium handling in the cardiomyocyte.

## Results

### Myocardial DNA methylation in ischemic and nonischemic cardiomyopathy.

A total of 36 patients with end-stage HF, i.e., 12 with ischemic cardiomyopathy (ICM) and 24 with nonischemic dilated cardiomyopathy (NICM), who underwent LVAD implantation at Columbia University Irving Medical Center and 7 nonfailing (NF) controls were included for genome-wide DNA methylation analysis. The analysis pipeline has been summarized in Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.161788DS1 Patients with myocarditis, amyloid cardiomyopathy, restrictive/hypertrophic cardiomyopathy, and previous cardiac transplantation were excluded from the study. Demographics and clinical characteristics of patients with HF with myocardial genome-wide DNA methylation profiling at the time of LVAD implantation were summarized in Table 1. Paired post-LVAD cardiac samples were obtained from 8 patients who were bridged to heart transplantation. LVAD support resulted in significant reductions in left ventricular (LV) end-diastolic diameter, and a trend toward increased left ventricular ejection fraction (LVEF) and decreased serum B-type natriuretic peptide (BNP) levels in 8 patients (Supplemental Table 1A). Clinical information of NF cardiac donors has been provided in Supplemental Table 1B. Histopathological examination of human heart tissue samples demonstrated cardiomyocyte hypertrophy and myocardial fibrosis in pre-LVAD patients compared with NF controls consistent with HF phenotype (Figure 1A). Cardiomyocyte hypertrophy significantly regressed with LVAD support while myocardial fibrosis did not. Quantitative PCR (qPCR) analysis demonstrated upregulation of *NPPA,* *MYH7,* and *COL1A1* genes in HF compared with NF controls. LVAD support resulted in significant downregulation of *NPPA* and *MYH7* genes but not the *COL1A1* gene (Figure 1B).

Genome-wide DNA methylation profiling identified 2,079 differentially methylated positions (DMPs) in the myocardium of patients with ICM (ICM versus NF, *q* < 0.05; Supplemental Table 2). Of those, 625 DMPs were hypermethylated and 1,454 DMPs were hypomethylated. A total of 261 DMPs were differentially methylated in the myocardium of patients with NICM (NICM versus NF, *q* < 0.05; Supplemental Table 3). Of those, 117 DMPs were hypermethylated and 144 DMPs were hypomethylated in NICM. A total of 192 DMPs (Supplemental Table 4) were common to both patients with ICM and NICM (Figure 2A). All of these “common HF DMPs” were either concordantly hypomethylated (*n* = 125) or concordantly hypermethylated (*n* = 67) in ICM and NICM.

Characterizing the location of DMPs within gene regions, for ICM and NICM similarly, a higher proportion of probes located within the transcription start site were hypermethylated than hypomethylated, whereas intergenic region probes were more likely to be hypomethylated than hypermethylated (Figure 2B). DMPs within open sea regions were more likely to be hypomethylated whereas DMPs within CpG islands and associated shores were more likely to be hypermethylated in both ICM and NICM (Figure 2B). A total of 17.9% of DMPs mapped to promoter regions (TSS200, TSS1500, and 5′UTR) in patients with ICM compared with 22.2% of DMPs in patients with NICM. Principal component analysis (PCA) of genome-wide methylation levels demonstrates clustering of the NF versus failing samples, however, did not clearly separate between subjects with ischemic versus nonischemic etiology (Figure 2C). Heatmap of methylation level Z scores of 192 common HF DMPs across NF healthy controls and HF samples with unbiased hierarchical heatmap clustering separated the NF controls from the failing heart DMPs but did not separate ICM from NICM (Figure 2D).

### Minimal reversibility of myocardial DNA methylation with LVAD support.

Patterns of myocardial DNA methylation were analyzed in paired myocardial samples obtained from 8 patients before and after LVAD support. A total of 1,075 CpG sites were differentially methylated in the failing myocardium compared with NF (pre-LVAD versus NF, *q* < 0.05; Supplemental Table 5). In contrast, only 130 CpG sites were differentially methylated with LVAD support (post-LVAD versus pre-LVAD, *q* < 0.05; Supplemental Table 6). Only 35 CpG sites (Supplemental Table 7) were common in HF and reverse remodeling (RR) (Figure 3A), all of which were methylated in opposite directions.

A higher proportion of DMPs located within gene bodies and transcription start sites were hypermethylated while DMPs located within intergenic regions (IGR) were hypomethylated in HF. Conversely, a higher proportion of probes located within gene bodies and transcription start sites were hypomethylated while DMPs located within IGRs were hypermethylated in RR, suggesting an opposite trend between HF and RR (Figure 3B). PCA of genome-wide methylation levels demonstrated clustering of the NF versus pre-LVAD samples, but not pre- versus post-LVAD samples, suggesting only minor changes in global DNA methylation with mechanical unloading (Figure 3C). Heatmap of methylation level Z scores of 35 LVAD-responsive HF DMPs across NF and paired LVAD samples with unbiased hierarchical clustering demonstrated grouping of post-LVAD samples with 8 out of 9 NF control samples (Figure 3D), confirming LVAD-induced changes in DNA methylation toward the NF state in these genomic positions.

### Integrated analysis of DNA methylation with gene expression in the failing human heart.

The classical paradigm of promoter DNA methylation as a transcriptional silencing mechanism has recently been challenged with growing lines of evidence suggesting that DNA hypermethylation could also result in transcriptional activation (24–26). Accordingly, we assessed the relationship between differentially methylated CpG sites and changes in gene expression levels using a large publicly available transcriptional data set obtained from patients with HF (5). Out of 192 common HF DMPs, 121 CpG sites map to 93 protein-coding genes (Figure 4A). Of those, 74 genes were expressed in the myocardium (RPKM > 1), and 34 were differentially expressed in human HF. When changes in DNA methylation were correlated with the changes in gene expression, 14 genes were hypomethylated and transcriptionally upregulated, 13 genes were hypomethylated and transcriptionally downregulated, 6 genes were hypermethylated and transcriptionally upregulated, and 1 gene was hypermethylated and transcriptionally downregulated (Figure 4B and Table 2). Using independent cardiac tissue samples obtained from patients with end-stage ICM and NICM, we validated upregulation of *AKAP13* (fold change [FC] = 2.98)*, HTRA1* (FC = 1.52)*, EFCAB13* (FC = 2.86), and *FBXO16* (FC = 1.92) as well as downregulation of *TBX3* (FC = 0.39) in the failing human hearts by qPCR analysis, while changes in *RPTOR* and *HDAC9* transcripts did not reach statistical significance (Figure 4C).

### Super-enhancer associated LINC00881 is downregulated in the failing human heart.

Common HF and LVAD-responsive HF DMPs located in intergenic regions were screened for the presence of overlapping noncoding RNAs using GENCODE and NONCODE data sets. We identified a novel long intergenic nonprotein coding RNA (*LINC00881*) located approximately 9 kb upstream of a significantly hypermethylated CpG site (cg01535205) (Supplemental Table 8). *LINC00881* is highly and exclusively expressed in the human myocardium according to GTEx, which made it an interesting candidate for further exploration in the context of epigenetic modification of the failing heart (Supplemental Figure 2). Interestingly, *LINC00881* and cg01535205 are located within a cardiac super-enhancer region (Supplemental Figure 3). RNA-Seq and CHIP-Seq tracks confirm high expression of *LINC00881* in the adult NF human heart as well as the presence of active chromatin marks in this region including H3K27ac (Figure 5A). qPCR of *LINC00881* in independent HF samples confirmed that this intergenic RNA is downregulated in ICM and NICM compared with myocardium from healthy controls (Figure 5B). *LINC00881* is largely restricted to the nuclear compartment as opposed to cytoplasmic in hiPSC-CMs (Figure 5C). Inhibition of DNA methyltransferase using 5-Azacytidine (5-AZA) resulted in significant upregulation of *LINC00881* transcript levels in the beating hiPSC-CMs, suggesting epigenetic regulation of *LINC00881* in cardiomyocytes (Figure 5C). *LINC00881* expression was significantly upregulated during differentiation of hiPSC-CMs, in parallel with upregulation of transcription factors including *GATA4*, *HAND2*, and *TBX5*, confirming its role as a cardiomyocyte lineage-specific super-enhancer lncRNA (Figure 5D).

To explore the mechanistic basis of *LINC00881* dysregulation in human HF, we used plasmid-mediated overexpression and GapmeR-based knockdown of *LINC00881* in the beating hiPSC-CMs (Supplemental Figures 4 and 5). 

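LINC00881 moved in the intended direction in both models. With LINC00881 plasmid it stood at 445 ± 28.2 CPM (counts relative to the library's total; SD, n = 4 libraries), against 104 ± 24.9 (SD, n = 4) with the control plasmid. This is a log2 fold change of 2.07 (standard error 0.13, adjusted p = 1.67e-06 from edgeR's quasi-likelihood test). With the GapmeR, an antisense oligonucleotide that directs RNase H to its target RNA, it stood at 19.9 ± 6.36 CPM (SD, n = 4), against 93.9 ± 42.7 (SD, n = 4) with the scrambled oligonucleotide. The log2 fold change was -2.27 (standard error 0.39, adjusted p = 0.377 from the same test), which passed the paper's cutoff unadjusted but not after adjustment over all genes. In each model every treated library lay on the same side of every control library (exact permutation test, 2-sided, p = 0.0286, the smallest p that 4 against 4 libraries allow). The fall was present in both sets of knockdown libraries (replicates 1 and 2, and replicates 3 and 4, of each group), at a log2 fold change of -2.85 in the former and -1.38 in the latter. The controls of these sets differed, with means of 130 and 57.6 CPM. LINC00881 lies on chromosome 3 of GRCh38 from 157089881 to 157101135 on the plus strand, is annotated as a long intergenic noncoding RNA, and shares no exonic sequence with another annotated gene. Of the genes around it in Supplemental Figure 3, 7 were tested with overexpression and 8 with knockdown. PTX3, a secreted pattern recognition protein whose exons overlap those of VEPH1 on the other strand, was lower with overexpression at the unadjusted cutoff (log2 fold change -0.60), and no other neighbor passed it in either model.

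**Figure D1:**
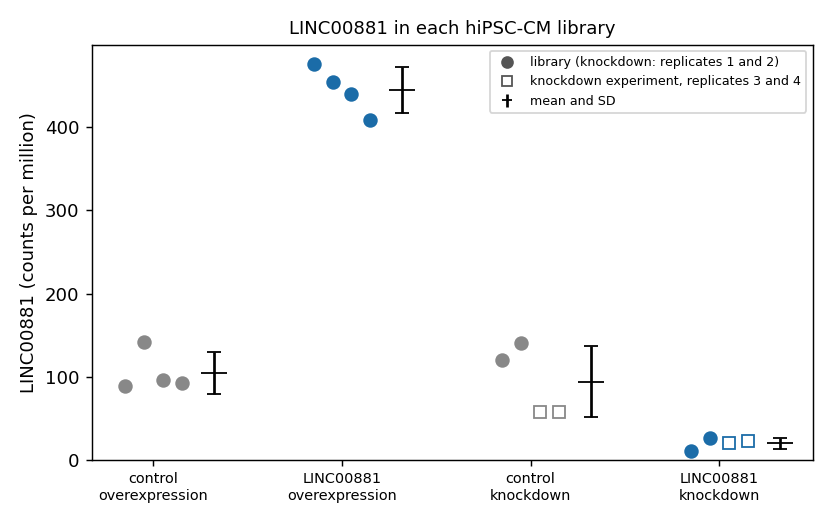
LINC00881 in CPM in each of the 16 hiPSC-CM libraries, by group; horizontal marks with bars are the mean and SD of 4 libraries. Open squares are replicates 3 and 4 of the knockdown experiment. The overexpression libraries lie between 409 and 476, above all others, and the knockdown libraries between 11.1 and 26.1, below all others.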

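The RNA-Seq data comprise 16 libraries in 4 groups of 4, which the submitters describe as biological replicates. Beating cardiomyocytes made from the human iPS cell line WTC-11, at day 15 to 35 of differentiation, received LINC00881 plasmid or control plasmid, or LINC00881 GapmeR or scrambled oligonucleotide, and were collected 48 to 72 hours later. Libraries were made from 1000 ng of total RNA with a stranded total RNA kit and 11 cycles of amplification, and sequenced as paired reads of 151 bases. The authors aligned the reads with STAR 2.7.3a and deposited raw counts for 59385 gene symbols. Total counts per library ran from 9833533 to 13493729 (median 10880448) with the control plasmid and from 11272633 to 16415025 (median 13037786) with LINC00881 plasmid. They ran from 29279325 to 37033017 (median 35517960) with the scrambled oligonucleotide and from 26979162 to 37332620 (median 33566477) with the GapmeR. Each model was compared here with its own control on the deposited counts, with TMM scaling and edgeR's filter on low counts, which left 14355 genes in the overexpression libraries and 18127 in the knockdown libraries. The biological coefficient of variation was 0.0792 in the overexpression experiment and 0.445 in the knockdown experiment, which includes the difference between sets of libraries described next; it was 0.275 with the set and its interaction with knockdown fitted. The first principal component of the knockdown libraries, with 33.5% of their variance, separated replicates 1 and 2 of each group from replicates 3 and 4, so values within each of these sets are given beside some of the pooled ones. Neither the paper nor the labels say what a replicate number stands for. Mitochondrial rRNA also set the experiments apart, with MT-RNR2 at 0.918% of counts in the control plasmid libraries and 14.5% in the scrambled oligonucleotide libraries.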

RNA-Seq identified 1,545 genes that were differentially expressed with *LINC00881* overexpression (Supplemental Table 9) and 2,268 genes that were differentially expressed with *LINC00881* knockdown (*P* value cutoff < 0.05) (Supplemental Table 10). 

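With LINC00881 overexpression, 843 genes were higher and 894 were lower at the paper's cutoff taken as an unadjusted p, out of 14355 tested. An even spread of p values would give about 718. Other splits of the same libraries into 4 and 4 gave up to 2429, so chance cannot be excluded for this count. Among the genes with the smallest p and no overlap between groups, those higher included MYBPC3, which encodes cardiac myosin-binding protein C (log2 fold change 0.36, standard error 0.08), FXYD6, a regulator of the sodium pump (0.41, standard error 0.08), and HSPG2, which encodes the basement membrane proteoglycan perlecan (0.29, standard error 0.07). Those lower included POLR1F, a subunit of RNA polymerase I (-0.38, standard error 0.08), the splicing factor gene SYF2 (-0.36, standard error 0.08), RIOK2, a kinase of ribosome maturation (-0.30, standard error 0.07), and EMC2, which takes part in membrane protein insertion (-0.30, standard error 0.07). The mitochondrially encoded genes moved as a group: 11 of 13 were lower and 0 higher, and the same 11 passed when adjusted over the list alone, with MT-ND4L at -0.30 and MT-CO2 at -0.22. The list as a whole was lower than other genes by limma's camera with a preset correlation (adjusted p = 1.43e-06), a call lost with an estimated one (adjusted p = 0.264 with an estimated correlation). Mitochondrial genes took 5.33% ± 0.13 of counts with overexpression and 6.11% ± 0.50 in its controls (SD, n = 4 each; exact permutation test, p = 0.0286, adjusted p = 0.0694 over 17 library measures). Markers of smooth muscle summed to 835 ± 47.1 CPM against 716 ± 65.9, and those of fibroblasts to 887 ± 27.9 against 786 ± 40.3 (SD, n = 4 each; the same exact p and adjusted p). Of 7 smooth muscle markers 3 were higher (ACTA2, CNN1 and LMOD1; also 3 when adjusted over the list alone), and of 11 fibroblast markers 3 were higher (COL1A2, COL5A1 and FN1; 2 when adjusted over the list alone), with none lower in either list. Camera gave adjusted p = 0.0172 and 0.0115 for these lists, and adjusted p = 0.399 and 0.264 with an estimated correlation.
With LINC00881 knockdown, 761 genes were higher and 753 were lower at the same cutoff, out of 18127 tested. An even spread of p values would give about 906. Among other splits of these libraries the split by set gave 4327, and chance cannot be excluded by the share of splits. Those lower included DTNA, which encodes the dystrophin-associated protein alpha-dystrobrevin (-1.09, standard error 0.15, and -1.26 and -0.88 in replicates 1 and 2 and in replicates 3 and 4), the kinesin gene KIF26B (-1.01, standard error 0.19, and -0.93 and -1.08 in the sets), and the potassium-chloride cotransporter gene SLC12A7 (-0.82, standard error 0.16, and -0.91 and -0.67). Those higher included CCNG1, a p53 target that encodes cyclin G1 (0.61, standard error 0.11, and 0.64 and 0.62), ERRFI1, which encodes an inhibitor of the EGF receptor (1.21, standard error 0.22, and 1.39 and 1.03), and SLC3A2, the heavy chain of amino acid transporters (0.79, standard error 0.15, and 1.09 and 0.49). No mitochondrially encoded gene, fibroblast marker or smooth muscle marker passed the cutoff with knockdown over the pooled libraries by edgeR. The groups did not overlap for 1041 genes (7.25%) with overexpression and 1168 (6.44%) with knockdown, where chance gives 2.86%.
After Benjamini-Hochberg adjustment over all genes, edgeR called 1 gene with overexpression, LINC00881 itself, and 0 with knockdown, where DESeq2 on the same genes called 57 and 194 and limma-voom 205 and 0. The overexpression count rested on single libraries, at 2611 (260 after adjustment) without control replicate 2, 1014 without overexpression replicate 3, 1067 without control replicate 3 and 1143 without overexpression replicate 1. Within replicates 1 and 2 alone the knockdown count was 3376 and within replicates 3 and 4 alone 5034, and a term for the set gave 2504. With offsets on gene length, 729 of 1959 overexpression genes and 980 of 1489 knockdown genes were higher, and with offsets on gene length and GC content 558 of 1377 and 1061 of 1584. The overexpression log2 fold changes followed GC content across genes (Spearman rho 0.495), and only 885 of the 1737 genes changed by overexpression were called again with the same sign with the latter offsets. Exons of FXYD6, HSPG2, RIOK2, ACTA2, LMOD1, DTNA and ERRFI1 overlap a gene on the other strand, and those of MT-ND4L overlap MT-ND4, so their values are uncertain, since the deposited counts are marked as unstranded.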

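MYO18B, an unconventional myosin of the sarcomere, was higher with overexpression (log2 fold change 0.23, standard error 0.07) and lower with knockdown (-0.88, standard error 0.22). The guidance ligand gene SLIT3 (0.26 and -1.04) and the plexin gene PLXNA4 (0.20 and -0.94), a receptor subunit for semaphorins, did the same, as did TENM4, a teneurin of cell adhesion (0.27 and -1.11). SERP1, which stabilizes membrane proteins at the endoplasmic reticulum, was lower with overexpression (-0.27, standard error 0.08) and higher with knockdown (0.62, standard error 0.12). ARL6IP1, a shaping protein of the endoplasmic reticulum (-0.29 and 0.85), NAA50, an N-terminal acetyltransferase (-0.21 and 0.50), and the ubiquitin ligase gene RNF6 (-0.28 and 0.64) followed the same course. In replicates 1 and 2 and in replicates 3 and 4 the knockdown log2 fold change was -0.84 and -0.88 for MYO18B, -1.18 and -0.92 for SLIT3, 0.45 and 0.81 for SERP1, and 0.40 and 1.29 for ARL6IP1.
Of 14184 genes tested in both models, 196 passed the unadjusted cutoff in both, where independent lists would share 169. Opposite directions were seen in 166 of them (84.7%), against 84.7 expected from independent lists; 75 were higher with overexpression and lower with knockdown, and 91 the reverse. These numbers were 47 and 148 with offsets on gene length, 36 and 127 with offsets on length and GC content, and 44 and 113 with offsets on gene span. Of the 166 genes, 160 are protein-coding. Between the sets of knockdown libraries the log2 fold changes had a Pearson r of -0.294 and a Spearman rho of -0.0742 over the 17160 genes tested in both, and of 1160 genes past the cutoff in both sets 522 had the same and 638 the opposite sign. Over all genes tested in both, the log2 fold changes of the models had a Pearson r of -0.13 and a Spearman rho of -0.14 across genes, which are not independent replicates. When all libraries were fitted together, the difference between the overexpression and knockdown effects passed an adjusted p of 0.05 by edgeR's quasi-likelihood test for 17 genes. They included LINC00881 (difference 4.34), CACNA1C, which encodes the pore of the L-type calcium channel (1.54, adjusted p = 0.0464), and SERP1 (-0.90, adjusted p = 0.0405). Others had almost no change with overexpression, such as THADA (0.01, against -1.32 with knockdown). DTNA had the same sign in both (-0.08 and -1.09), so passing this test does not by itself show opposite directions. The fit shares a common spread between the experiments, and in it 555 genes passed for knockdown after adjustment, against 0 in the separate fit. The sum of the effects, which tests for a common direction, passed for 1 gene. The number for the difference was 1 whichever library of the overexpression experiment was left out, 2 and 7 without knockdown control replicates 1 and 2, 88, 89, 142 and 35 without knockdown replicates 1, 2, 3 and 4, and 67 among genes with a mean of at least 100 counts. The number of genes in opposite directions was 97 without overexpression replicate 3, 106 without overexpression replicate 1 and 107 without knockdown control replicate 1. It was 326 of 414 shared genes with replicates 1 and 2 of the knockdown alone, 410 of 591 with replicates 3 and 4 alone, and 295 of 359 with a term for the set. Exons of MYO18B, SLIT3, RNF6, SERP1, CACNA1C, THADA and DTNA overlap a gene on the other strand and those of ARL6IP1 a gene on the same strand, which leaves their values uncertain.

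**Figure D2:**
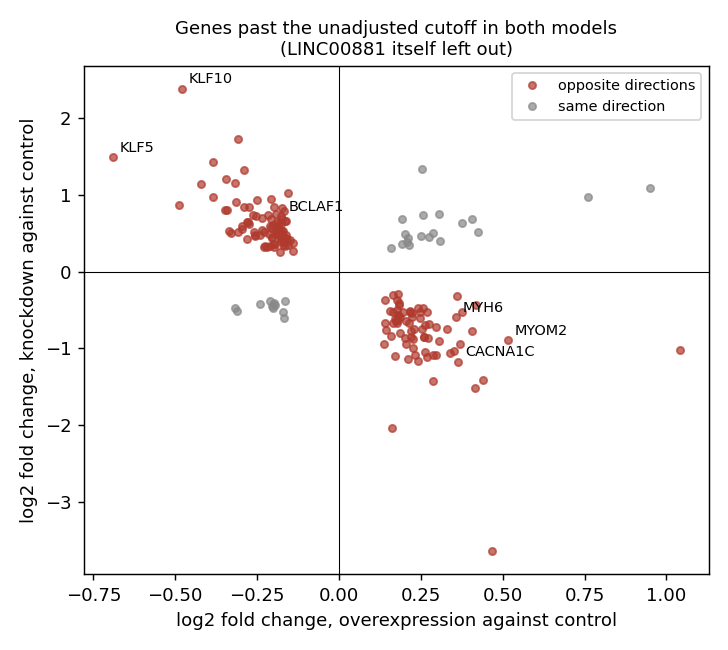
Each point is a gene past the unadjusted cutoff in both models, with its log2 fold change with overexpression on the horizontal axis and with knockdown on the vertical axis. LINC00881, 1 of the 166 genes with opposite directions, is left out of the plot; the others lie in the upper left and lower right, and the 30 genes with the same direction in the other quadrants.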

Among 199 common genes that were differentially regulated in both *LINC00881* overexpression and *LINC00881* knockdown models, 174 (87.4%) were regulated in opposite directions, including 73 genes that are positively regulated and 101 genes that are negatively regulated by *LINC00881* (Figure 6A and Supplemental Table 11). Gene Ontology analysis of gene targets that are positively regulated by *LINC00881* were enriched in sarcomere organization (*MYH6, OBSCN, LDB3, MYOM2,* and *FHOD3*), calcium ion transport (*CACNA1C, CACNA1D, RYR2, CAMK2A,* and *ANXA6*), ventricular tissue morphogenesis (*FGFR2, MYH6,* and *TNNI1*), and fatty acid β-oxidation (*MECR, ACAD10,* and *PPARD*) pathways (Figure 6B). 

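The genes of contraction and calcium entry named in Figure 6B were modestly higher with overexpression and more strongly lower with knockdown. MYH6, the gene for the fast atrial myosin heavy chain, on chromosome 14 of GRCh38 from 23381990 to 23408277, stood at 5469 ± 223 CPM with overexpression and 4271 ± 386 in its controls (TMM-scaled, SD, n = 4 each), a log2 fold change of 0.36 (standard error 0.07, adjusted p = 0.243 from edgeR). With knockdown it stood at 1383 ± 464 against 2083 ± 476 (SD, n = 4 each), a log2 fold change of -0.59 (standard error 0.24, adjusted p = 0.547). MYOM2, which encodes a protein of the sarcomeric M-band, changed by 0.52 (standard error 0.13) and -0.89 (standard error 0.26), and the L-type calcium channel gene CACNA1C by 0.36 (standard error 0.08) and -1.17 (standard error 0.27). RYR2, the calcium release channel of the sarcoplasmic reticulum, changed by 0.17 (standard error 0.07) and -1.10 (standard error 0.44). All these passed the unadjusted cutoff and none passed after adjustment over all genes by edgeR. The overexpression changes followed GC content across genes (Spearman rho 0.495). Genes higher with overexpression and lower with knockdown numbered 36 in place of 75 with offsets on gene length and GC content. With offsets on gene span for knockdown they numbered 44. Values of the single genes under these offsets are not given here.
LDB3, which anchors actin at the Z-disc (0.17 and -0.52), and the formin gene FHOD3 (0.14 and -0.95) also passed in both models. All 5 calcium transport genes of the paper were higher with overexpression and 4 of 5 were lower with knockdown, where CAMK2A did not pass (-0.39, standard error 0.17). With a term for the set of knockdown libraries, added after the data were seen, all 5 were lower with knockdown. The 3 genes of ventricular morphogenesis and the 3 of fatty acid β-oxidation were higher with overexpression and lower with knockdown; among the latter PPARD, a lipid-sensing nuclear receptor, changed by 0.30 and -0.72, and MECR, an enzyme of mitochondrial fatty acid synthesis, by 0.27 and -0.52. Adjusted over the list alone the counts without the set term were the same, which is bound to happen where every member of a list passed. The study chose these lists from the same libraries, so these counts are not independent evidence of direction. Within replicates 1 and 2 and replicates 3 and 4 of the knockdown, the values were -0.57 and -0.60 for MYH6, -1.80 and -0.65 for CACNA1C, and -1.06 and -1.09 for RYR2. ANXA6 differed between the sets, at -1.24 and -0.07 (adjusted p = 0.0287 for the difference, from edgeR). Of the 6 genes measured by qPCR in Figure 6C that have a symbol of their own, all passed in both models: CACNA1C, RYR2, MYH6 and LDB3 higher with overexpression and lower with knockdown, and ANKRD1 and SYNPO2L the reverse. Of the capping protein genes that CAPZ can stand for, CAPZB was lower with knockdown (-0.60, standard error 0.18), and CAPZA1 (-0.00) and CAPZA2 (0.04) did not pass with knockdown.
Wider lists fixed before the data were examined went the same way in part. They hold genes that the paper named from these libraries, among them MYH6, LDB3, CACNA1C, RYR2 and PPARD. Their counts are thus not fully independent of that choice. Of 32 sarcomere genes, 11 were higher and 5 lower with overexpression (5 and 1 when adjusted over the list alone), and 1 was higher and 12 were lower with knockdown (1 and 5 when adjusted over the list alone). Those lower with overexpression were MYL2, CSRP3, LMOD2, LMOD3 and SYNPO2L, named after their values were seen. Camera gave adjusted p = 0.0204 and 2.73e-05, and adjusted p = 0.517 and 0.159 with an estimated correlation. Of 27 calcium handling genes, 9 were higher and 0 lower with overexpression (4 and 0 when adjusted over the list alone), and of 28 none was higher and 6 were lower with knockdown (0 and 1 when adjusted over the list alone), with camera at adjusted p = 0.00105 and 2.40e-04, and adjusted p = 0.264 and 0.284 with an estimated correlation. The median knockdown change of the calcium handling genes was -0.70 in replicates 1 and 2 and -0.07 in replicates 3 and 4. This list differed between the sets (camera on the difference, adjusted p = 0.00216, and adjusted p = 0.270 with an estimated correlation). In replicates 1 and 2, 0 of its genes were higher and 13 lower, and in replicates 3 and 4, 4 were higher and 6 lower. For the sarcomere genes these medians were -0.62 and -0.15, and for the fatty acid oxidation genes, given next, -0.33 and 0.01. Of 25 fatty acid oxidation genes 6 were higher and 0 lower with overexpression, and of 26, 2 were higher and 4 lower with knockdown, with 0 in either model when adjusted over the list alone. For this list camera gave adjusted p = 0.0011 and 0.0141, and adjusted p = 0.264 and 0.201 with an estimated correlation. Of 15 other ion channel and gap junction genes 3 were higher with overexpression (KCNQ1, KCNJ5 and KCNIP2; 2 when adjusted over the list alone), and of 18, KCNQ1 alone was lower with knockdown. Summed markers of smooth muscle and of fibroblasts were also higher with overexpression (adjusted p = 0.0694 for each by the exact permutation test). Whether the cardiac genes moved with these markers was not tested, which leaves their overexpression values uncertain. Exons of FHOD3, CACNA1C, CACNA1D, CAMK2A, TNNI1, KCNQ1, KCNIP2, SYNPO2L and CAPZB overlap a gene on the other strand, so those values are uncertain too. The paper takes genes changed in opposite directions by overexpression and knockdown as targets of LINC00881. After qPCR of selected targets it measures calcium transients, to ask whether the regulation of calcium channel and sarcomere genes matters for function.

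**Figure D3:**
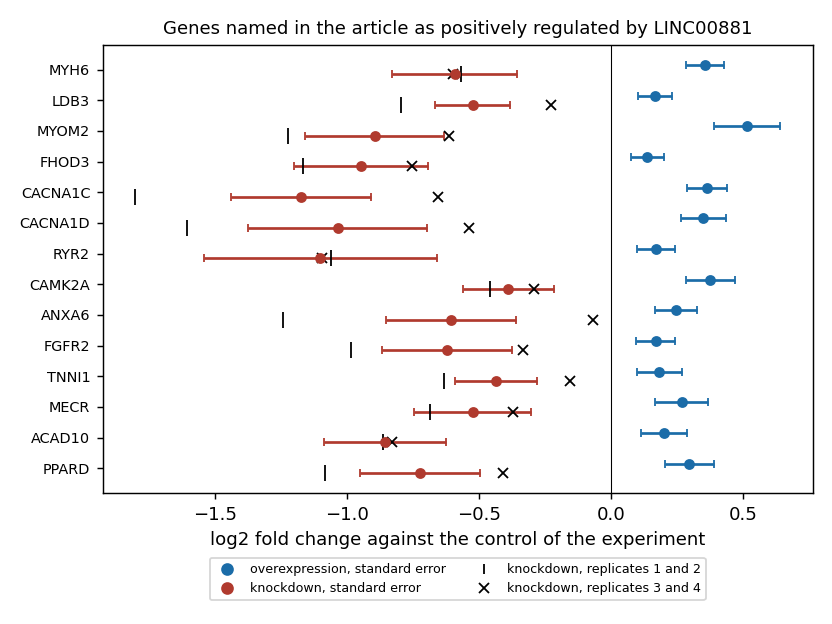
Log2 fold change against the control of each experiment for genes that the paper names as positively regulated; circles with bars are the estimate and its standard error over 4 against 4 libraries, blue for overexpression and red for knockdown. Ticks and crosses are the knockdown estimates within replicates 1 and 2 and within replicates 3 and 4. CACNA1C lies at 0.36 and -1.17, with -1.80 and -0.65 in the sets.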

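Among transcription factors, KLF5 and KLF10, which belong to the Krüppel-like family, had the largest changes of those the paper lists. KLF10, an early response gene of TGF-β, had a log2 fold change of -0.48 (standard error 0.16) with overexpression and 2.39 (standard error 0.62) with knockdown, and KLF5 of -0.69 (standard error 0.25) and 1.49 (standard error 0.46). ATF3, a stress-induced factor, changed by -0.32 (standard error 0.13) and 1.15 (standard error 0.39), and ANKRD1, a cardiac ankyrin repeat protein that responds to stretch, by -0.22 (standard error 0.08) and 0.74 (standard error 0.27). SMAD5, a transducer of BMP signals (-0.18 and 0.45), and CEBPG (-0.17 and 0.80) also passed the unadjusted cutoff in both models, and ATF1 passed with overexpression (-0.17) but not with knockdown (0.62, standard error 0.28). Of the genes of cell death, MCL1, an inhibitor of apoptosis of the BCL2 family (-0.17 and 0.45), BCLAF1 (-0.18 and 0.73), the G protein gene GNA13 (-0.18 and 0.56) and PHLDA1 (-0.21 and 0.95) passed in both. DNAJA1, a co-chaperone, passed with knockdown (0.39) and not with overexpression (-0.12, standard error 0.06), and SIRT1, a deacetylase, passed with overexpression (-0.20) and not with knockdown (0.45, standard error 0.20). In all, 7 of 7 genes of the first group were lower with overexpression and 6 of 7 higher with knockdown (7 and 5 when adjusted over the list alone), and 6 of 7 of the second group were lower and 6 of 7 higher, as many as when adjusted over the list alone. These groups were chosen by the study on the same libraries and are not independent evidence of direction. Where every member passed, adjustment over the list alone could not lower the count.
Within replicates 1 and 2 and replicates 3 and 4 of the knockdown, KLF5 stood at 1.61 and 1.46, KLF10 at 3.10 and 0.70, ATF3 at 1.65 and 0.30, BCLAF1 at 0.81 and 0.69, and MCL1 at 0.47 and 0.46. CEBPG (1.33 and -0.04), KLF10 and PHLDA1 (1.60 and 0.09) differed between these sets (adjusted p = 0.0105, 0.0134 and 0.00701 from edgeR's test of the difference). Counting every target that the paper names by its Gene Ontology terms, 23 of 28 passed the cutoff in both models with opposite directions. Exons of SMAD5, MCL1 and PHLDA1 overlap another gene, which leaves their values uncertain.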

Gene Ontology analysis of gene targets that are negatively regulated by *LINC00881* were enriched in transcription from RNA II polymerase promoter (*CEBPG*, *KLF5*, *KLF10*, *SMAD5*, *ATF1*, *ATF3*, and *ANKRD1*) and regulation of apoptotic process (*BCLAF1, DNAJA1, GNA13, MCL1, ANRKRD1, PHLDA1,* and *SIRT1*) pathways. *LINC00881* regulation of select sarcomere and calcium channel target genes were validated in hiPSC-CMs by qPCR with or without *LINC00881* knockdown (Figure 6C). To determine whether *LINC00881* regulation of sarcomere and calcium channel genes have functional relevance in the heart, we measured calcium transients in beating hiPSC-CMs treated with GapmeRs targeting *LINC00881* versus scrambled control oligonucleotide. *LINC00881* knockdown resulted in significant reductions in the peak calcium amplitude in hiPSC-CMs (Figure 6D).

To gain further insights into *LINC00881* regulation of cardiomyocyte gene expression, we performed in silico target prediction analysis using RNAct database and identified 54 putative *LINC00881* interacting proteins (Supplemental Table 12). Candidate *LINC00881* targets were significantly enriched for chromatin remodeling pathway proteins including *BICRA, CECR2, ERCC6, SMARCA2, SMARCA4, BAZ1A, BAZ1B,* and *RSF1* (Figure 7A). RNA-Seq analysis in hiPSC-CMs suggested borderline significance for differential regulation of *SMARCA4* by *LINC00881* overexpression and knockdown*,* but not the other putative targets. 

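SMARCA4, also called BRG1, is the ATPase of the BAF chromatin remodeling complexes and lies on chromosome 19 of GRCh38 from 10960825 to 11079426 on the plus strand, with a small RNA annotated inside its exons. With LINC00881 overexpression it stood at 141 ± 4.93 CPM against 128 ± 14.3 in the controls (TMM-scaled, SD, n = 4 each), a log2 fold change of 0.14 (standard error 0.08, adjusted p = 0.477 from edgeR's quasi-likelihood test), which did not pass the unadjusted cutoff. With knockdown it stood at 69.9 ± 15.2 against 92.4 ± 11.2 (SD, n = 4 each), a log2 fold change of -0.40 (standard error 0.18, adjusted p = 0.583), which passed unadjusted. Over the pooled libraries the knockdown groups overlapped (exact permutation test, 2-sided, p = 0.0857), although within each set both knockdown libraries lay below both controls (64.6 and 51.9 against 85.9 and 81.0 CPM, and 87.3 and 75.9 against 106 and 97.0 CPM). The overexpression groups overlapped too (p = 0.2 by the same exact test). The knockdown change was -0.51 in replicates 1 and 2 and -0.29 in replicates 3 and 4. Of the other interactors, BAZ1A, a subunit of ISWI remodeling complexes, was lower with overexpression at the unadjusted cutoff (-0.19, standard error 0.07, adjusted p = 0.331) and did not pass with knockdown (0.35, standard error 0.19); its exons overlap a gene on the other strand, which leaves it uncertain. BICRA, CECR2, ERCC6, SMARCA2, BAZ1B and RSF1 passed in neither model, with log2 fold changes from -0.15 to 0.05 with overexpression and from -0.30 to 0.57 with knockdown. No interactor passed when adjusted over the list alone. Of 20 subunits of BAF complexes, fixed as a list before the data were examined, none passed with overexpression by edgeR at the unadjusted cutoff, and SMARCA4, ARID1B (-0.59, standard error 0.24) and DPF3 (-0.91, standard error 0.33) were lower with knockdown, none of them when adjusted over the list alone. The list did not stand apart from other genes by camera in either model (adjusted p = 0.427 and 0.272). DESeq2 on the same genes left SMARCA4 in knockdown short of the unadjusted cutoff at a log2 fold change of -0.40, as did leaving out any of 6 single libraries, with values from -0.53 to -0.28 over all 8 fits. Offsets on gene length and GC content turned its overexpression value to -0.02 and took the knockdown value to -0.22.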

*LINC00881* regulation of *SMARCA4* was validated in hiPSC-CMs by qPCR (Figure 7B). In vitro RNA IP in hiPSC-CMs showed that *LINC00881* but not *GAPDH* was coprecipitated by *SMARCA4* (Figure 7C). Chromatin accessibility experiment in hiPSC-CMs demonstrated a significant increase in *RYR2* promoter accessibility with *LINC00881* overexpression in hiPSC-CMs (Figure 7D).

## Discussion

The present study utilized bead array technology for high-density genome-wide mapping of DNA methylation in the failing human heart before and after LVAD support. Our analysis identified myocardial DNA methylation patterns that are associated with reciprocal regulation of gene expression in patients with ICM and NICM. In addition to providing the most comprehensive mapping of etiology-specific changes in myocardial DNA methylation to date, we show, for what we believe to be the first time, that mechanical unloading with LVAD is associated with an incomplete normalization of the myocardial DNA methylation profile, suggesting that HF-related epigenetic alterations could be persistent. Moreover, our analysis identified a potentially novel cardiac-specific super-enhancer lncRNA gene (*LINC00881*), which is hypermethylated and downregulated in the failing human heart, as an essential regulator of cardiomyocyte calcium cycling.

### DNA methylation in human HF.

Consistent with previous reports, we found that the majority of DMPs in end-stage human HF had a reduction in DNA methylation levels, suggesting a global hypomethylation similar to what has been demonstrated in cancer biology (17, 18, 20, 27). Movassagh et al. demonstrated that HF-related differential methylation in CpG islands was predominantly located in gene promoters and gene bodies, but not in intergenic or 3′UTRs (17). Our analysis expands on this observation and demonstrates a large number of intergenic positions that are also differentially methylated, including a subset mapping to the noncoding genome. Our etiology-specific analysis identified 192 DMPs that were common to patients with ICM (2,079 DMPs) and NICM (261 DMPs), similar to a recent study by Glezeva et al., which identified 13 common HF DMPs from patients with ICM (51 DMPs) and NICM (118 DMPs) (20). Overlapping DNA methylation profiles in patients with ICM and NICM support a convergent “final common pathway” of gene expression that are found in all forms of HF irrespective of the inciting event. Our analysis showed that hypomethylated CpG sites, particularly in ICM, were more likely to be within the gene body or intergenic regions as opposed to transcription start sites, which is consistent with a prior study by Pepin et al. demonstrating a relative hypermethylation of promoter-associated CGIs in patients with ICM (28). Of the 93 common HF DMPs mapping to a protein-coding gene in the current study, 25 were also found to be differentially methylated in at least 1 previous study validating our analytical approach (18, 22, 23). Interestingly, we did not find differential DNA methylation for HF marker genes with the exception of *NPPB* promoter, which was significantly hypomethylated in NICM and ICM samples with a Δ β value below the detection cutoff level of 10%. Hypomethylation of natriuretic peptide gene promoters in patients with HF has been previously demonstrated by some (22, 23), but not all genome-wide DNA methylation studies (17, 18, 20). A plausible explanation for this discrepancy is that most studies to date used whole myocardium for DNA methylation profiling which could dilute cardiomyocyte-specific epigenetic signals. It is also possible that alternative epigenetic modifications such as histone modification may play a role in transcriptional regulation of HF marker genes (29).

### Effect of mechanical unloading with LVAD on myocardial DNA methylation patterns.

Mechanical unloading with LVAD is associated with favorable changes in the biology of the failing cardiomyocyte, including regression of myocyte hypertrophy, improvement in excitation-contraction coupling, and downregulation of the fetal gene expression, also termed RR, which results in normalization of cardiac function in a small number of patients, allowing for LVAD explantation (30–33). Transcriptional studies of paired myocardial samples obtained from patients with end-stage HF before and after LVAD support demonstrate that only less than 5% of HF-related transcripts normalize with LVAD support (7, 9). Consistent with these observations, we found that only 3.2% of HF-related DMPs were reverse methylated with LVAD support, which may in part explain persistent transcriptional dysregulation and the low incidence of myocardial recovery in patients supported by LVAD. Since DNA methylation is a reversible phenomenon, these findings raise the possibility that epigenetic modulation may be necessary to normalize the HF transcriptome and achieve myocardial recovery. In support of this hypothesis, inhibition of DNA methylation using 5-aza-2’-deoxycytidine rescued a HF phenotype in a rat model of norepinephrine-induced cardiac hypertrophy (34). Mice with cardiomyocyte-specific deletion of *Dnmt3b* develop cardiomyopathy with sarcomeric disarray and interstitial fibrosis (35). Similarly, differences in myocardial DNA methylation among mouse strains has been shown to determine susceptibility to cardiac hypertrophy following isoproterenol treatment (36). Taken together, these findings suggest that epigenetic reprogramming may have therapeutic relevance in HF and additional research is necessary to elucidate the mechanistic basis of this approach.

### Common HF DMPs with reciprocal changes in gene expression.

Our analysis identified a subset of differentially methylated protein-coding genes, which were transcriptionally regulated in the opposite direction of methylation in HF. Among the upregulated genes were *HTRA1*, *FAM65B*, *UNC45A*, *KALRN*, *AKAP13*, *RPTOR*, and *HDAC9*, which have been previously implicated in maladaptive hypertrophy. *HTRA1* has been identified as part of a candidate gene signature correlated with cardiomyopathies in a gene correlation network analysis model and its mRNA expression is upregulated 6.9 fold in DCM (37, 38). *PINK1* dependent phosphorylation of *FAM65B* attenuates ischemia reperfusion injury by suppressing autophagy (39). The *UNC45A* gene has been characterized as a potential de novo mosaic variant in sporadic cardiomyopathy (40). *KLRN* is a Rho Guanine Nucleotide Exchange Factor (*GEF*), which is downregulated in ICM and NICM hearts (41). A-Kinase Anchoring Protein 13 (*AKAP13*) promotes downstream hypertrophic gene expression, mediated at least in part via *HDAC5* phosphorylation and *MEF2*-mediated transcription in a transverse aortic constriction (TAC) model of cardiac hypertrophy (42). Genetic deficiency of *RPTOR*, regulatory-associated protein of mTOR Complex 1 (mTORC1), leads to reduction mTORc1 activity and development of dilated cardiomyopathy in mice (43). Mice lacking *HDAC9* are sensitized to hypertrophic signals and exhibit stress-dependent cardiomegaly (44). *miR-21* levels are increased selectively in fibroblasts of the failing heart (45). In vivo silencing of *miR-21* has been shown to attenuate cardiac dysfunction (45, 46).

*TBX3* was the only protein-coding gene common to ICM and NICM with DNA hypermethylation and transcriptional downregulation in our analysis. *TBX3* is located within the 12q24.21 locus, which harbors several other genes that have previously been linked to cardiomyopathies. Meder et al. identified this gene locus to be differentially methylated in patients with NICM, validating our observation (23). Genetic variation in *TBX3* was associated with LV mass in healthy Japanese population, highlighting potential implications in cardiac hypertrophy; however, precise mechanisms warrant further investigation (47). In addition, we identified and validated several genes that were hypomethylated and upregulated in the failing human heart with previously unknown links to HF, including *FXBO16*, *EFCAB13*, *COL18A1*, *PLXNA2*, *BRE*, *KIAA0922*, and *MAP3K14*. Additional research is warranted to investigate the function of these genes in the HF pathophysiology.

### Role of LINC00881 in human HF.

Our genome-wide screening identified a novel lincRNA with epigenetic and transcriptional dysregulation in human HF. *LINC00881* is transcribed from a cardiac-specific super-enhancer region with abundant expression levels in the adult human heart. We show that this super-enhancer region is hypermethylated, which is associated with downregulation of *LINC00881* gene expression in patients with ICM and NICM. In cardiomyocytes, DNA demethylation treatment also resulted in upregulation of *LINC00881* transcript levels. To date, very little has been known regarding the role and function of *LINC00881* except that it is expressed in cardiomyocytes and regulated by a *GATA4* responsive super-enhancer element (48, 49). *LINC00881* (NR_034008) was listed among significantly downregulated transcripts in the failing human heart in 2 independent transcriptomic publications, validating our observation (5, 50). Our in vitro work in beating hiPSC-CMs expands on the role of LINC00881 in human HF and suggests that it is an essential regulator of cardiomyocyte calcium cycling and an upstream transcriptional regulator of several key calcium channel and sarcomere organization genes, including *CACNA1C*, *RYR2*, and *MYH6*. In silico target prediction and chromatin accessibility data suggest that transcriptional regulation of *LINC00881* target genes is in part mediated by chromatin remodeling, which is a common mechanism for lncRNAs that are localized in the nucleus. Furthermore, we identify *SMARCA4* as a *LINC00881* interacting protein in hiPSC-CMs. *SMARCA4* belongs to ATP-dependent chromatin remodeling complex SWI/SNF and plays critical roles during cardiac differentiation and development (51, 52). Initial studies in mice have demonstrated that *Smarca4* is turned off in adult cardiomyocytes and reactivated upon cardiac stress to regulate myosin heavy chain isoform switching as a maladaptive response (53). Emerging data, however, indicate that depletion of *Smarca4* levels in postnatal cardiomyocytes by adenoviral-based siRNA knockdown or dual genetic KO strategy with *Smarca2* causes lethal cardiomyopathy in mice (54, 55). Furthermore, single-cell transcriptome profiling from the normal adult human heart demonstrated that *SMARCA4* was highly expressed in human atrioventricular cardiomyocytes (56). Expression of *SMARCA4* and its occupancy at target gene promoters were significantly decreased in human HF (55, 57), suggesting distinct roles for this chromatin remodeler in the adult human heart under basal and stress conditions.

Limitations of the study include unknown confounders that may influence DNA methylation patterns in the human myocardium. Cardiac tissue is composed of a multitude of cell types, including cardiomyocytes, fibroblasts, endothelial cells, and immune cells, which likely have distinct methylation profiles. Since our study utilized myocardial DNA for profiling, it does not address cell-specific alterations in the DNA methylation profile (19). We used bead array technology for methylome profiling and were restricted to genomic sites that were included in the platform inferring a selection bias. Epigenetic modifications other than DNA methylation such as histone modifications, which may have an impact on transcriptional dysregulation in HF, were not assessed in this study.

In conclusion, HF is associated with common and distinct alterations in DNA methylation in ICM versus NICM. Mechanical unloading with LVAD fails to normalize the majority of HF-related DNA methylation, which remain persistently dysregulated. Differential DNA methylation regulates expression of both protein-coding and noncoding transcripts in the failing human heart with previously uncharacterized functions. Among these, *LINC00881* is a cardiac super-enhancer lncRNA, which is an essential regulator of cardiomyocyte calcium cycling. These findings suggest that epigenetic-targeted therapies could be necessary to normalize the dysregulated transcriptome in the failing human myocardium and help achieve sustained clinical recovery from HF.

## Methods

### Study subjects.

Myocardial DNA methylation profiling was performed with 36 patients with end-stage HF (12 ICM and 24 NICM, *n* = 36 pre-LVAD) who underwent LVAD implantation at Columbia University Irving Medical Center, including 8 patients with paired cardiac tissue at the time of heart transplantation (*n* = 8 post-LVAD) and NF control cardiac tissue (*n* = 7, NF deceased donors) obtained from the National Disease Research Interchange (NDRI).

### Genome-wide DNA methylation profiling.

LV apical myocardial tissue samples were washed in ice-cold saline (0.9% NaCl) and stored in liquid nitrogen until DNA and RNA were extracted. DNA was extracted using a DNA Kit (Qiagen). Purity and concentration were determined using a Bioanalyzer (Agilent Technologies). For DNA methylation profiling, DNA was bisulfite converted using a commercially available kit (Zymo Research). Illumina Infinium Human Methylation 450K Bead Chip and EPIC Bead Chip were used for genome-wide profiling of DNA methylation (58). The EPIC chip measures over 850,000 methylation sites, with high reproducibility compared with the previous 450k chip (59). After whole genome DNA amplification, the samples were applied following the Illumina Infinium Human Methylation DNA chip manufacturer protocols (Illumina). Chips were analyzed using the Illumina Hi-Scan system at the McDonnell Genome Institute (MGI) at Washington University.

### Bioinformatics analysis.

Integrated analysis of the 450K and EPIC Bead Array data was conducted using Bioconductor package ChAMP in R (60). The analysis pipeline has been summarized in Supplemental Figure 1. Briefly, raw methylation data were imported into R and normalized using BMIQ. Then, 450K and EPIC data were merged on common probes and corrected for batch effects using combat function. Additional filtering was performed for common SNPs. DMPs were identified using a cutoff of a 10% change in methylation and q value less than 0.05. The first analysis focused on HF etiology and identified DMPs associated with ICM (ICM versus NF) and NICM (NICM versus NF) using data from pre-LVAD tissue obtained from 36 patients and 7 NF controls. The second analysis focused on the impact of mechanical unloading and identified DMPs that are associated with HF (pre-LVAD versus NF) and RR (post-LVAD versus pre-LVAD) in 8 paired cardiac tissue samples. The variance in global DNA methylation between subjects was assessed using PCA plots using the first 3 principal components. Hierarchical clustering of subjects was performed using the complete linkage method. DMPs common to ICM and NICM were screened for reciprocal changes in gene expression. RNA-Seq data from LV samples of 50 patients with HF (13 with ICM and 37 with NICM) and 14 NF controls was obtained from the Gene Expression Omnibus (GEO), accession number 116250, and analyzed using the limma package in R. A total of 36,755 transcripts with RPKM level of 0 in more than 50% of patients were filtered out. Data were log transformed using (RPKM + 1). Differential expression analysis was performed using linear model 1-way ANOVA. Differentially expressed genes (DEGs) were defined as genes with a *P* value adjusted for Benjamini-Hochberg FDR less than or equal to 0.05 between HF and control samples. Genes with an absolute log_2_FC difference greater than 0.25 were also included for DNA methylation versus gene expression correlation discovery analysis. The locations of human cardiac super enhancers were acquired from previous publications (61, 62). ChIP-Seq data are available through the GEO using the following accession numbers: adult human heart H3K27ac (GSE101345), adult human heart H3K4me1 (GSE101156), adult human heart H3K27me3 (GSE101387), and adult human heart CTCF (GSE 127553). DMPs located within intergenic regions were mapped to lncRNAs using GENCODE annotation database (63). LINC00881 protein interactions were retrieved from the RNAct database using the catRAPID algorithm (64).

### Histopathological examination of human heart samples.

Cardiomyocyte hypertrophy was determined by measuring the cross-sectional area (CSA) of cardiomyocytes in H&E-stained paraffin-embedded sections of human heart tissue. CSAs of more than 100 cardiomyocytes with a centrally located nuclear were measured and averaged in each sample. The extent of myocardial fibrosis was determined by the percent area of Masson’s trichrome staining using random images obtained in each heart tissue section. Large epicardial vessels as well as cutting or compression artifacts were excluded from the analysis.

### Cell culture and human cardiomyocyte differentiation.

iPS cells were obtained through material transfer agreements with G. Vunjak-Novakovic from B. Conklin, Gladstone Institute (San Francisco, California, USA; WTC-11, healthy). Cells were maintained on 1:20 diluted growth factor reduced Matrigel (Corning) in mTeSR-plus medium (StemCell Technologies) supplemented with 1% penicillin/streptomycin (Thermo Fisher Scientific) at 37°C, 5% O_2_. iPS cells were passaged at 30%–50% confluence using 0.5 mM EDTA (Thermo Fisher Scientific) and cultured for 24 hours in iPS media supplemented with 5 μM Y-27632 (Tocris Biosciences) prior to maintenance in iPS media. Cells were used between passages 40 and 70.

Cardiac differentiation of human iPS cells was performed using a stage-based protocol in RPMI 1640 medium (Thermo Fisher Scientific) supplemented with 0.5 mg/mL recombinant human albumin (Sigma-Aldrich), 213 μg/mL L-ascorbic acid 2-phosphate (Sigma-Aldrich), and 1% penicillin/streptomycin (CM Media). iPS cells were grown to 80%–90% confluence and changed into CM Media supplemented with 3 μM CHIR99021 (Tocris Biosciences) for 2 days. Media was then changed to CM Media supplemented with 2 μM Wnt-C59 (Tocris Biosciences) for 2 days prior to switching to CM Media without any supplements. CM Media is changed every 48 hours until contracting cells were noted by around day 10 following the initiation of differentiation, at which time the medium was changed to RPMI 1640 medium supplemented with B27 (50X; Gibco). Experiments were performed using hiPSC-CMs at day 15–35.

### Flow cytometry.

Cells were dissociated using 500 μL TrypLE for 20 minutes at 37°C and after a quick wash with PBS. Cells were collected by spinning down at 400*g* for 3 minutes at RT. Cell pellet was resuspended in 4% fixative solution for 15 minutes at 4°C and then treated in 0.1% Triton PBS buffer for 10 minutes at 4°C. Cold PBS wash steps were performed. Cells were incubated for 4 hours at 4°C in the dark with *TNNT2* Ab at 1:500 (Santa Cruz, catalog sc-20025). Cells were washed 3 times by cold PBS and centrifuged at 400*g* for 3 minutes at room temperature. Cell pellet was resuspended in 500 μL of Alexa Fluor–labeled secondary Ab at 1:1000 (Thermo Fisher Scientific, catalog A21203) and incubated for 2 hours at 4°C in the dark. At least 10,000 events were analyzed for each sample in FACSCanto and data were analyzed and presented using FlowJo software. Approximately 85% of differentiated hiPSC-CMs stained positive for cardiac troponin T at day 22 (Supplemental Figure 6).

### LINC00881 overexpression and knockdown in hiPSC-CMs.

Beating hiPSC-CMs were switched to Opti-MEM Reduced Serum Medium (Thermo Fisher Scientific). *LINC000881* knockdown was achieved by lipofectamine-based transfection of antisense LNA GapmeRs designed against *LINC00881* versus scrambled oligonucleotide (QIAGEN) using RNAiMAX reagent (Thermo Fisher Scientific) (Supplemental Table 13). hiPSC-CMs were harvested at 48–72 hours following transfection for functional and gene expression studies. Knockdown of *LINC00881* was confirmed by qPCR. For the *LINC00881* overexpression experiment, full-length human LINC00881 was cloned into p3XFLAG-CMV-7 (Millipore Sigma) vector and amplified in DH5α strain of *Escherichia coli* (*E coli*) (Life Technologies). After amplification, plasmids were extracted through QIAGEN Plasmid Midi Kit and stored at −80°C until use. Beating hiPSC-CMs were switched to Opti-MEM Reduced Serum Medium (Thermo Fisher Scientific). *LINC000881* overexpression was achieved by lipofectamine-based transfection of *LINC00881* plasmid versus bacterial alkaline phosphatase control plasmid using RNAiMAX reagent (Thermo Fisher Scientific). hiPSC-CMs were harvested at 48–72 hours following transfection for functional and gene expression studies. Overexpression of *LINC00881* was confirmed by qPCR.

### qPCR.

Total RNA was isolated from LV apical myocardial tissue and from beating hiPSC-CMs using Quick-RNA Miniprep Plus (Zymo Research). The qPCR was performed using SYBR mix (Thermo Fisher Scientific) on PicoReal96 Real-time PCR Systems (Thermo Fisher Scientific). Transcript quantification for mRNAs were performed using the Δ-Δ method using forward and reverse primers designed specifically for each of the target mRNAs and lncRNAs. The primer sequences used for independent validation are listed in Supplemental Table 13. For internal control, 18S was used.

### RNA-Seq and data analysis.

RNA concentration and integrity were assessed using a 2100 BioAnalyzer (Agilent). Sequencing libraries were constructed using the TruSeq Stranded Total RNA Library Prep Gold mRNA (Illumina) with an input of 1,000 ng and 11 cycles final amplification. Final libraries were quantified using High Sensitivity D1000 ScreenTape on a 2200 TapeStation (Agilent) and Qubit 1x dsDNA HS Assay Kit (Invitrogen). Samples were pooled equimolar with sequencing performed on an Illumina NovaSeq6000 SP 300 Cycle Flow Cell v1.5 as paired-end 151 reads. Sequences from fastq files were aligned to reference human genome (Gencode v38) using the splice-aware aligner STAR v.2.7.3a. Differential gene expression analysis with *LINC00881* knockdown or overexpression was performed using the R package DESeq2 (v1.34.0) from unnormalized count data.

### hiPSC-CM calcium imaging.

hiPSC-CM monolayers were loaded with 5 μM Calbryte-590 in RPMI + B27 medium at 37°C for 45 minutes. Loading media was washed and replaced with Tyrode’s salt solution. Calcium transience videos were acquired at 50 frames per second using a sCMOS camera (Zyla 4.2, Andor Technology) connected to an inverted fluorescence microscope (IX-81, Olympus) with cells placed in a live-cell chamber (STX Temp & CO_2_ Stage Top Incubator, Tokai Hit). Calcium signal analysis was performed using custom Python script as previously described (65).

### RNA IP.

The IP assay was performed in 2 million hiPSC-CMs. Cells were crosslinked with 1% formaldehyde in PBS for 10 minutes at 37°C and quenched with 1.25 M glycine. Cells were suspended in 1 mL of RIPA buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% NP-40, 0.5% sodium deoxycholate, 0.5mM DTT, 100 U/mL RNaseOUT, and 1X protease inhibitor cocktail), and incubated on ice for 30 minutes followed by centrifugation at 16,200*g* for 10 minutes. Lysates were precleared with washed Protein A/G magnetic beads (Thermo Fisher Scientific) at 4°C for 30 minutes. Then, 30 μL Protein A/G magnetic beads (Thermo Fisher Scientific) were incubated with 5 μg *SMARCA4* Ab (Proteintech, catalog 31634-1-AP) or IgG control (Proteintech, catalog 30000-0-AP) in 200 μL of RIPA buffer for 30 minutes at room temperature followed by incubation with precleared lysate for 4 hours at 4°C. Samples were washed 2 times in RIPA buffer, 4 times in 1 M high salt RIPA buffer (50 mM Tris, pH 7.4, 1 M NaCl, 1 mM EDTA, 0.1% SDS, 1% NP-40, and 0.5% sodium deoxycholate), and then twice in RIPA. RNA samples were extracted with Trizol.

### Chromatin accessibility assay.

Chromatin accessibility was performed using the EpiQuik Chromatin Accessibility Assay Kit (Epigentek). Briefly, hiPSC-CMs with or without *LINC00881* overexpression were lysed and chromatin was isolated. One chromatin aliquot was digested with nuclease, while the other was untreated. After incubation at 37°C for 4 minutes, reaching was quenched by adding stop solution. DNA was isolated followed by qPCR to amplify DNA for *MYH6, CACNA1C, and RYR2* gene promoters. Primer sequences used for chromatin accessibility are listed in Supplemental Table 13. Fold enrichment was calculated using formula: FE = 2 ^(Ct^ ^level^ ^with^ ^nuclease^^–^^Ct^ ^level^ ^without^ ^nuclease)^.

### Data sharing.

Genome-wide DNA methylation data from human HF (GSE197670) and RNA-Seq data from hiPSC-CMs (GSE197671) are available in NCBI’s GEO database.

### Statistics.

Statistical analyses were performed using R (R Core Team, 2021). Continuous data are presented as mean ± standard error of the mean. For comparisons between 2 groups, a 2-tailed unpaired *t* test was used. For comparisons between 3 or more groups, 1-way ANOVA with Fisher’s post hoc test or Kruskal-Wallis with Wilcoxon post hoc test was used. A *P* value of less than 0.05 was considered statistically significant in all analyses.

### Study approval.

The study was approved by Columbia University Irving Medical Center Institutional Review Board (IRB AAAR0055). Written informed consent was obtained for the procurement of discarded LV apical myocardial tissue at the time of LVAD implantation and cardiac transplantation.

## Author contributions

XL performed a majority of the experiments with help from PJK, BL, TRN, RZZ, AFGF, CX, and RL. VKT and XL designed the experiments. VKT, XL, and PJK wrote the manuscript with input from the coauthors. PCC, NU, SOM, MPR, and GVN provided conceptual advice. VKT coordinated and oversaw the whole project. XL was listed first because he performed a majority of the experiments.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
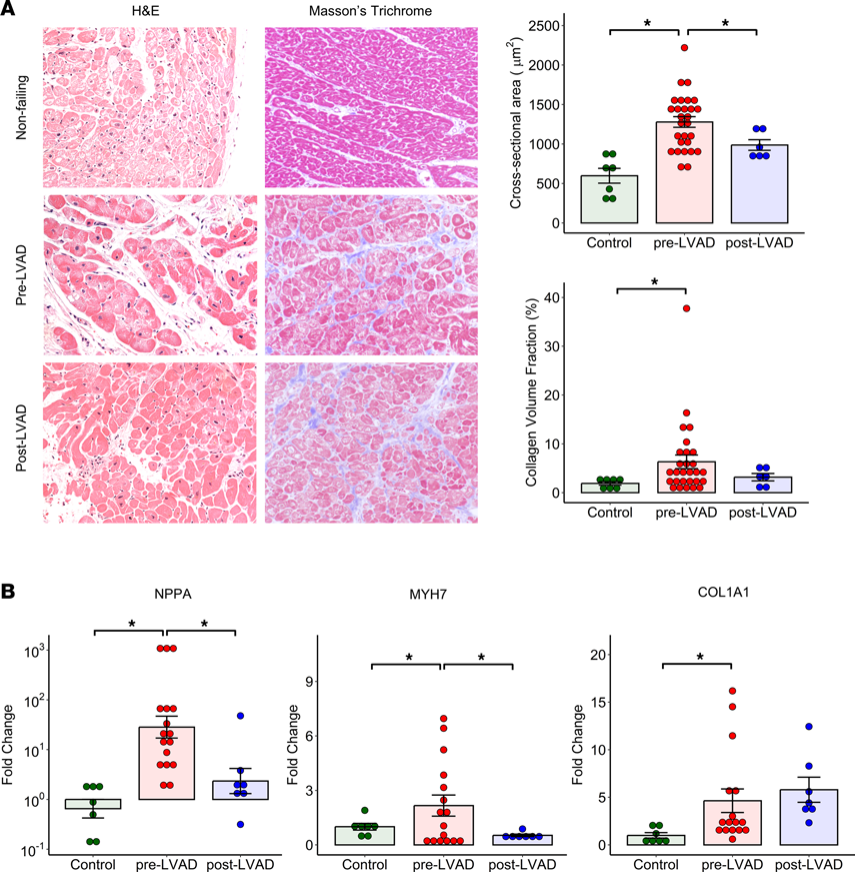
Impact of mechanical unloading on histopathology and gene expression of the failing human heart. (**A**) Cardiomyocyte CSA by H&E staining and myocardial collagen deposition by Masson’s trichrome staining (*P < 0.05, Kruskal-Wallis test with pairwise BH-corrected Wilcoxon test, *n* = 7 controls, 28 pre-LVAD, and 6 post-LVAD patients). Original magnification fields, ×20. (**B**) Myocardial *NPPA*, *MYH7*, and *COL1A1* mRNA levels by qPCR (*P < 0.05, Kruskal-Wallis test with pairwise BH-corrected Wilcoxon test, *n* = 7 controls, 17 pre-LVAD, and 7 post-LVAD patients).

**Figure 2:**
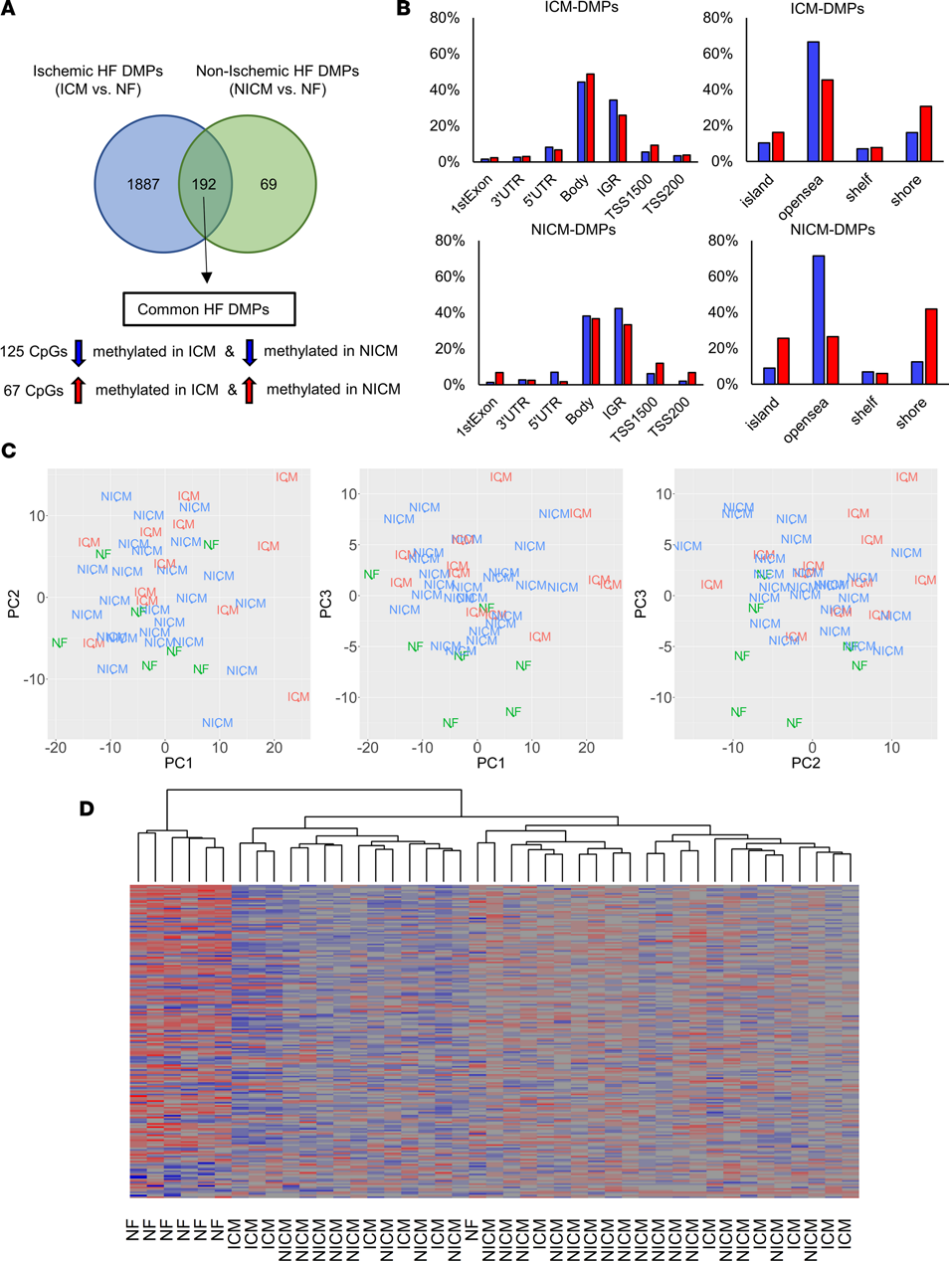
Genome-wide changes in myocardial DNA methylation based on HF etiology. (**A**) Venn diagram depicting the number of DMPs in patients with ICM versus NICM (*q* < 0.05, |Δ β |  > 10%). (**B**) Proportion of ICM and NICM DMPs by genomic location and feature. (**C**) PCA of myocardial DNA methylation grouped by etiology of HF (NF, green; ICM, red; and NICM, blue). (**D**) Heatmap clustering of subjects by methylation profile of 192 common HF DMPs.

**Figure 3:**
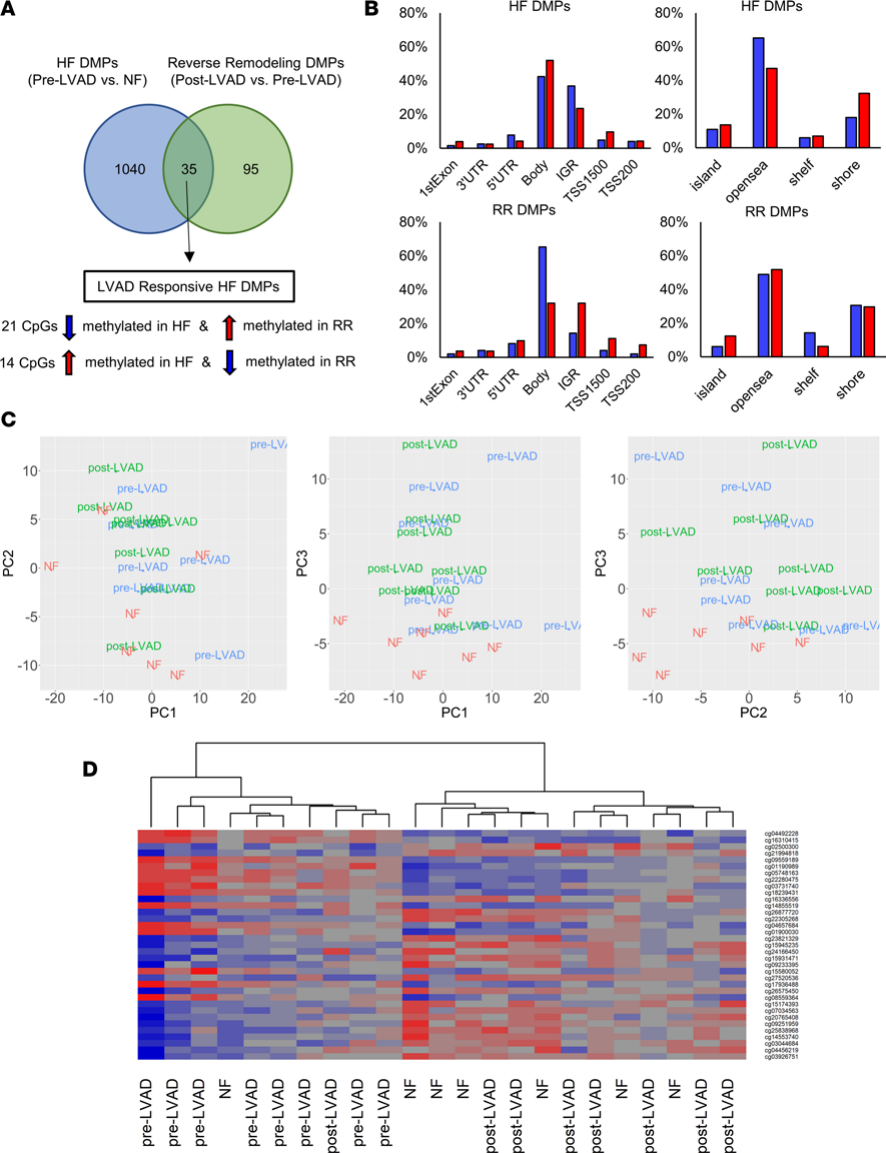
Impact of mechanical unloading on myocardial DNA methylation profile. (**A**) Venn diagram depicting the number of DMPs in HF (pre-LVAD versus NF) versus RR (post-LVAD versus pre-LVAD) (*q* < 0.05, |Δ β|  > 10%). (**B**) Proportion of HF and RR DMPs by genomic location and feature. (**C**) PCA of myocardial DNA methylation before and after LVAD support (NF, red; pre-LVAD, blue; and post-LVAD, green). (**D**) Heatmap clustering of subjects by 35 LVAD responsive HF DMPs.

**Figure 4:**
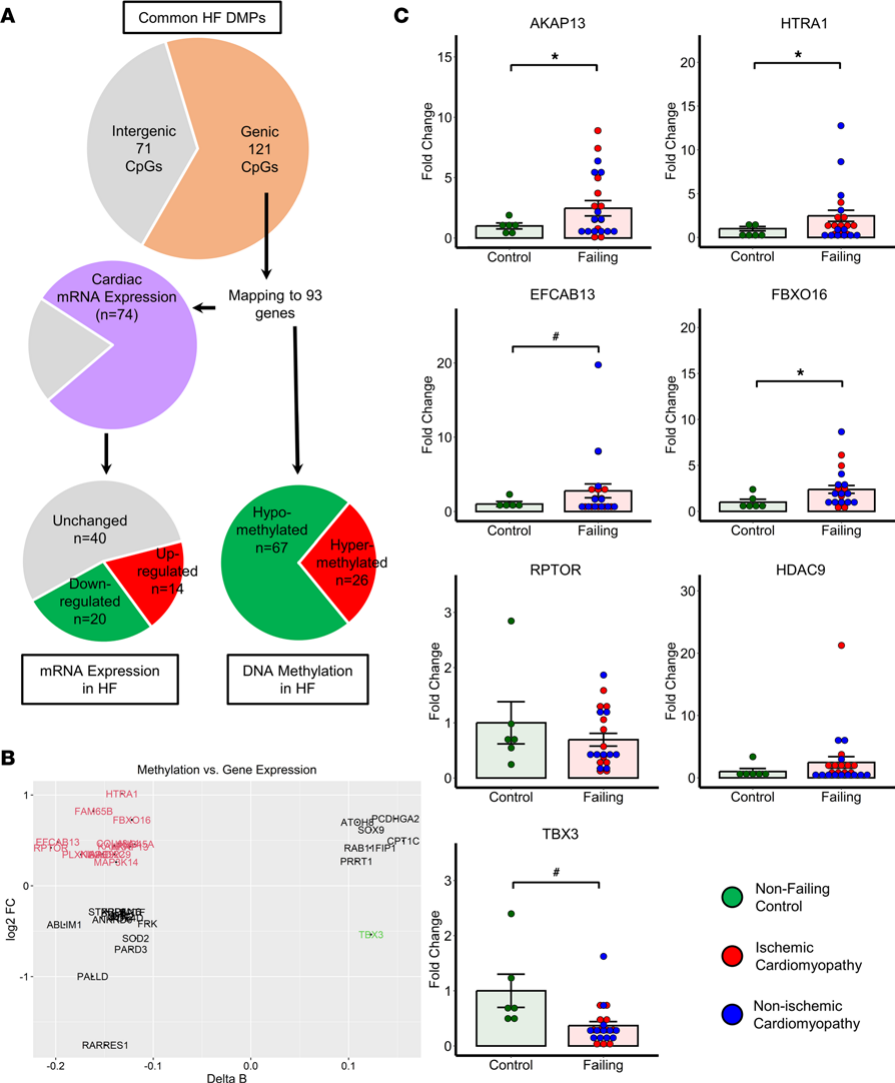
Correlation of DNA methylation with gene expression in human HF. (**A**) Differential methylation and gene expression of 192 common HF DMPs. (**B**) Methylation versus gene expression correlation plot. (**C**) qPCR validation of candidate genes that are epigenetically regulated in independent samples obtained from patients with HF. *P < 0.05, ^#^*P* < 0.10; unpaired 2-tailed *t* test; *n* = 6 (control) and 23 (failing). Data shown as mean ± SEM.

**Figure 5:**
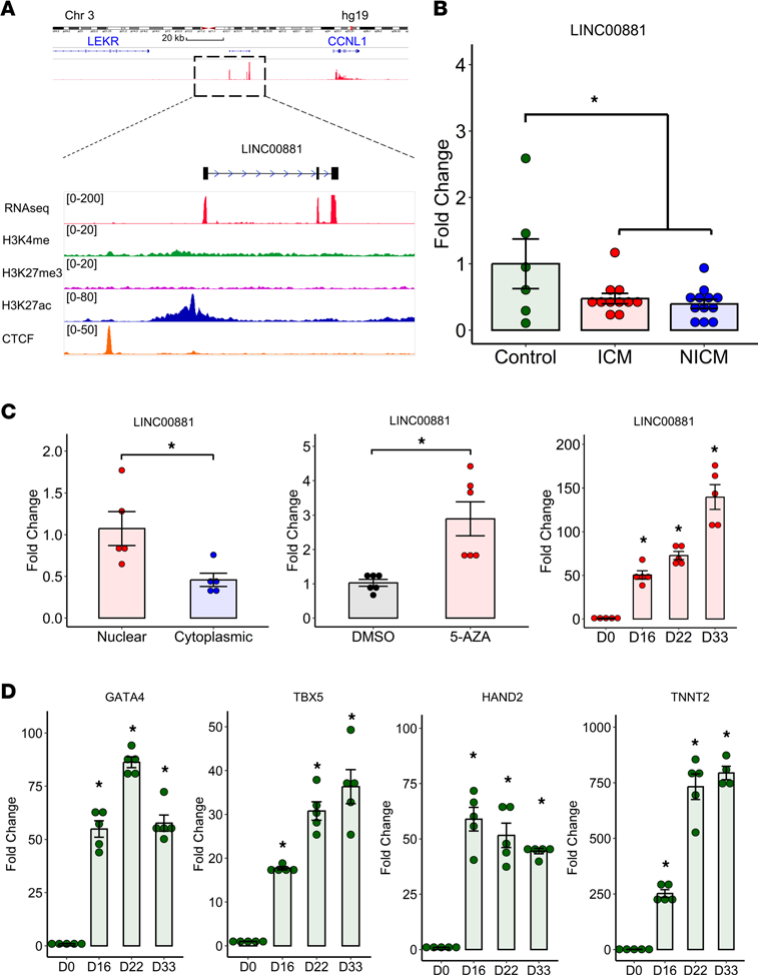
*LINC00881* is a cardiomyocyte lineage-specific super-enhancer lincRNA. (**A**) Position, expression, and epigenetic regulation of the *LINC00881* locus in the NF human heart. (**B**) Expression of *LINC00881* in patients with ICM and NICM cardiomyopathy by qPCR (*P < 0.05, 1-way ANOVA with Fisher’s post hoc test; *n* = 6 controls, 11 ICM, and 12 NICM). (**C**) Expression of *LINC00881* in the nuclear versus cytoplasmic fractions (*P < 0.05, unpaired 2-tailed *t* test, *n* = 6/group), with or without treatment with 20 nM 5-AZA (*P < 0.05, unpaired 2-tailed *t* test, *n* = 6/group), in hiPSC-CMs (*P < 0.05, 1-way ANOVA with Fisher’s post hoc test compared with day 0, *n* = 5/group). (**D**) Expression levels of *LINC00881* and cardiac transcription factors during hiPSC-CM differentiation (*P < 0.05, 1-way ANOVA with Fisher’s post hoc test compared with day 0, *n* = 5/group). Data shown as mean ± SEM.

**Figure 6:**
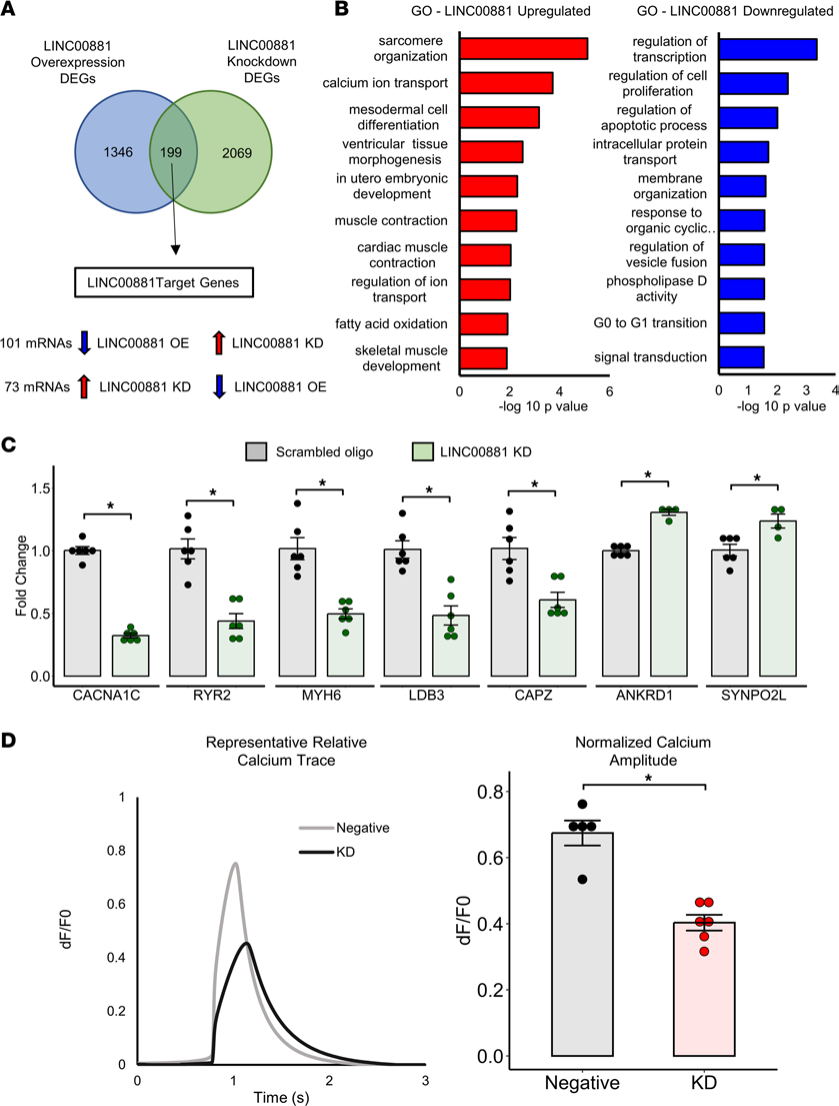
*LINC00881* is an essential regulator of cardiomyocyte calcium cycling. (**A**) Venn diagram depicting the number of DEGs in hiPSC-CMs with *LINC00881* plasmid-based overexpression or GapmeR-mediated knockdown. (**B**) Gene Ontology analysis of gene targets that are positively or negatively regulated by *LINC00881* for biological process. (**C**) qPCR validation of LINC00881 target genes (*P < 0.05, unpaired 2-tailed *t* test, *n* = 4–6/group). (**D**) Representative relative calcium traces in beating hiPSC-CMs with *LINC00881* versus scrambled oligonucleotide knockdown with averaged normalized calcium amplitude (*P < 0.05, unpaired 2-tailed *t* test, *n* = 5–6/group). Data shown as mean ± SEM.

**Figure 7:**
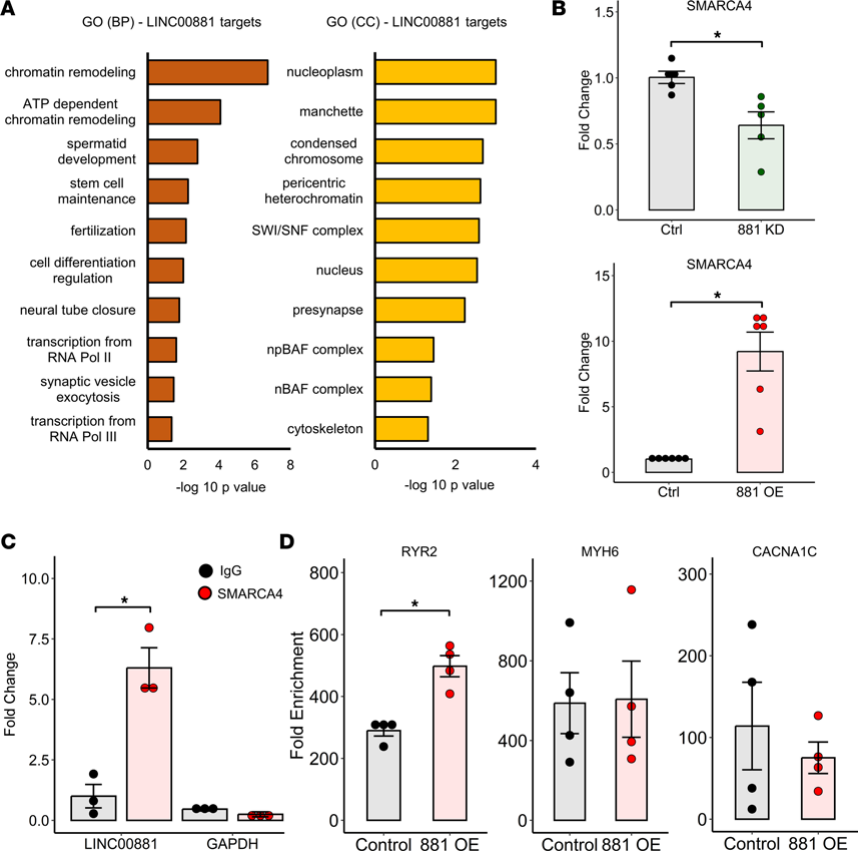
*LINC00881* regulates chromatin remodeling in human cardiomyocytes. (**A**) Gene Ontology analysis of putative LINC00881 protein targets for biological process (BP) and cellular component (CC) subontologies. (**B**) *SMARCA4* mRNA levels with *LINC00881* knockdown or *LINC00881* overexpression in hiPSC-CMs by qPCR (*P < 0.05, unpaired 2-tailed *t* test, *n* = 5–6/group). (**C**) RNA IP of *LINC00881* or *GAPDH* transcripts using *SMARCA4 Ab* versus IgG control by qPCR in hiPSC-CMs (*P < 0.05, unpaired 2-tailed *t* test, *n* = 3/group, data representative of 3 experiments). (**D**) Chromatin accessibility of *MYH6, RYR2,* and *CACNA1C* promoters with or without *LINC00881* overexpression in hiPSC-CMs by qPCR (*P < 0.05, unpaired 2-tailed *t* test, *n* = 4/group).

**Table 1:**
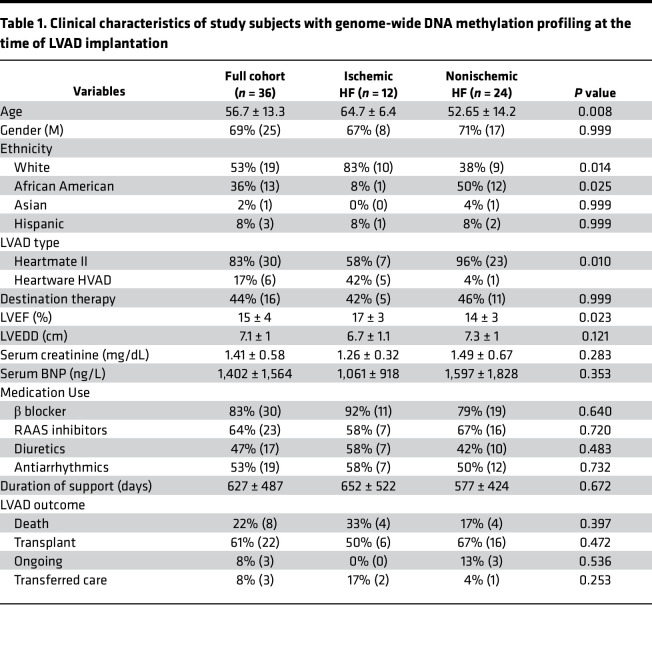
Clinical characteristics of study subjects with genome-wide DNA methylation profiling at the time of LVAD implantation

**Table 2:**
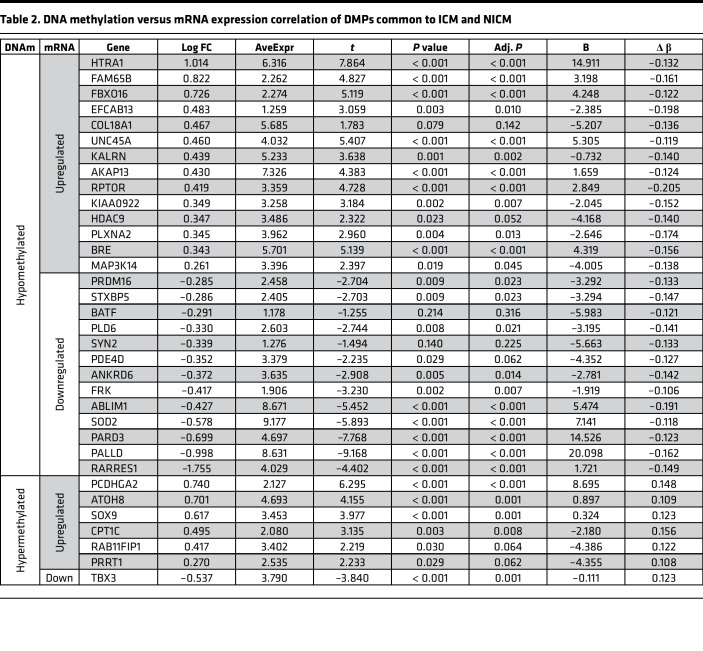
DNA methylation versus mRNA expression correlation of DMPs common to ICM and NICM

## Version 1 01/19/2023

In-Press Preview

## Version 2 02/22/2023

Electronic publication

# Supplementary material for: Effect of mechanical unloading on genome-wide DNA methylation profile of the failing human heart
**Source:** JCI Insight. 2023 Feb 22;8(4):e161788. doi: 10.1172/jci.insight.161788
**Supplement:** Supplemental data

CHAMP DNA Methylation Data Analysis Pipeline

Data Processing and Annotation

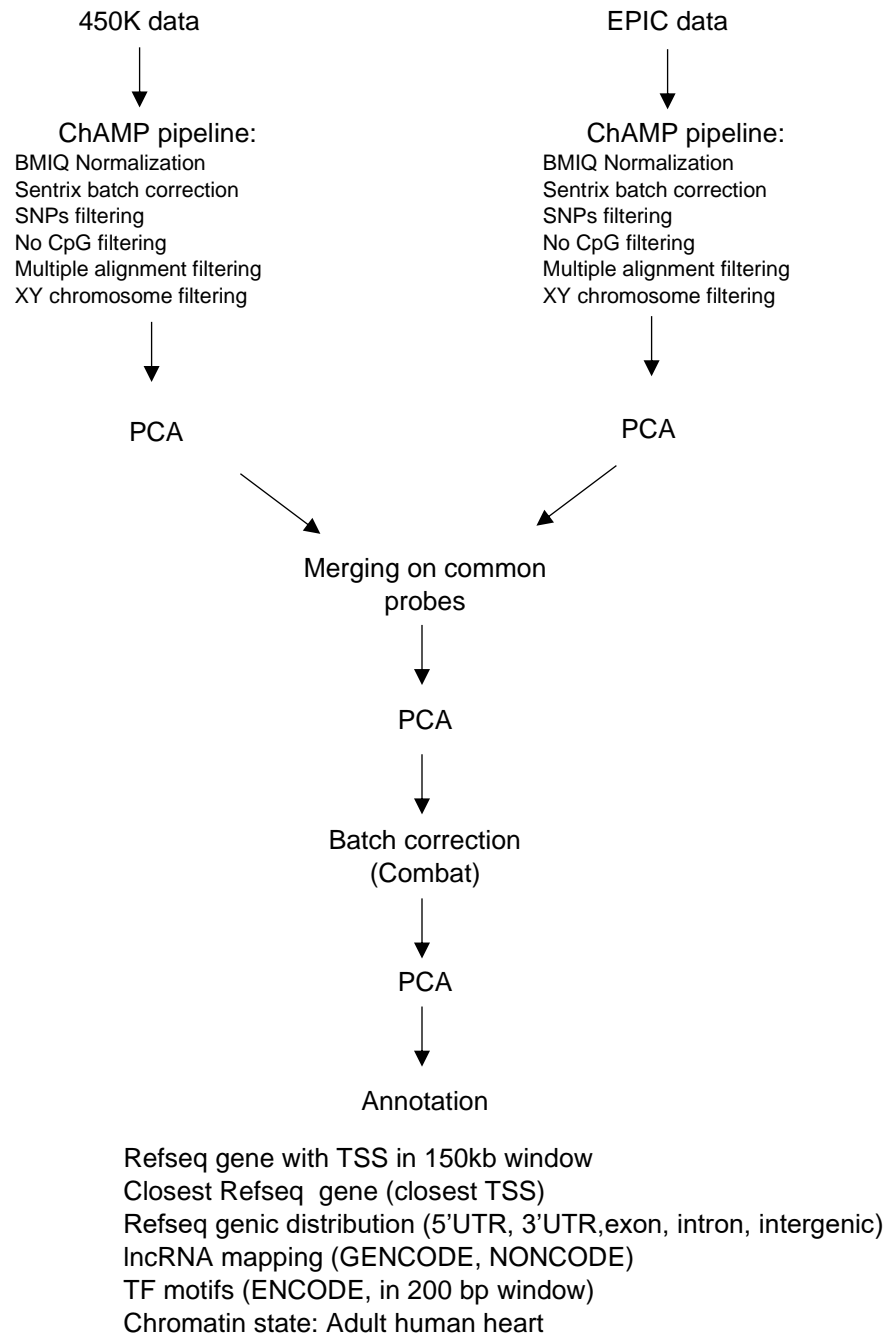

Supplemental Figure 1A. DNA Methylation Analysis pipeline using Bioconductor CHAMP Package from Illumina 450K and EPIC bead-array chip data.

Analysis 1: Etiology Specific HF DMPs

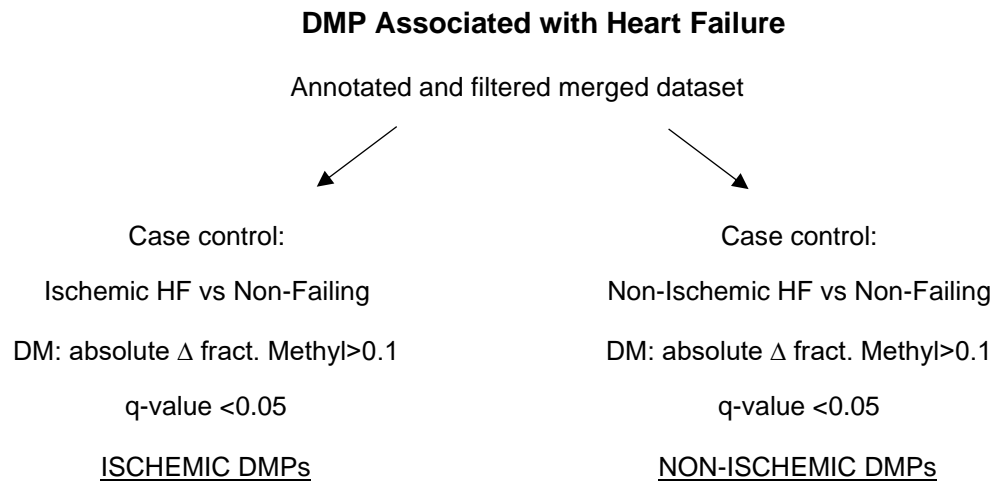

Analysis 2: LVAD Responsive HF DMPs

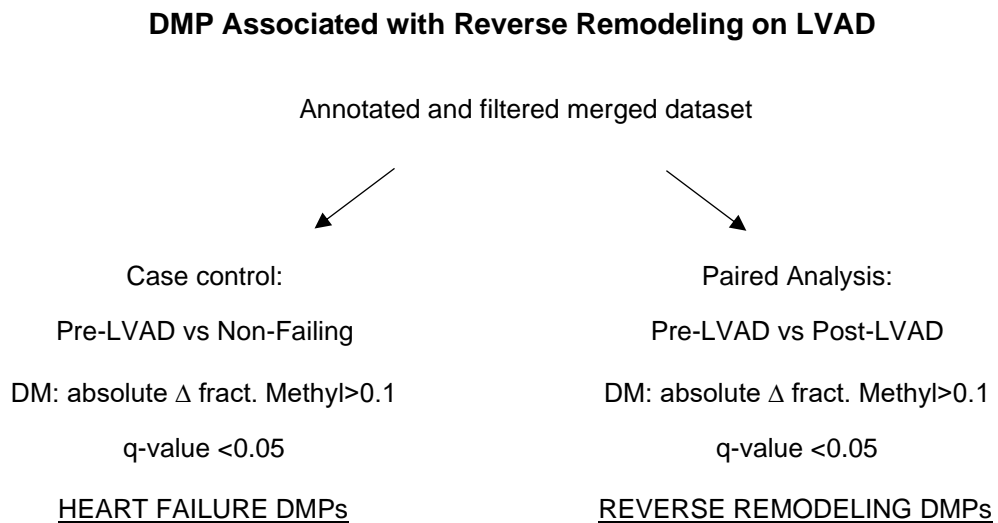

Supplemental Figure 1B. Approach for human heart differential DNA Methylation analysis focusing on HF etiology specific (Analysis #1) and LVAD responsive (Analysis #2) differentially methylated positions.

A

Most Highly Expressed lncRNAs in the Human Heart (Top 25)

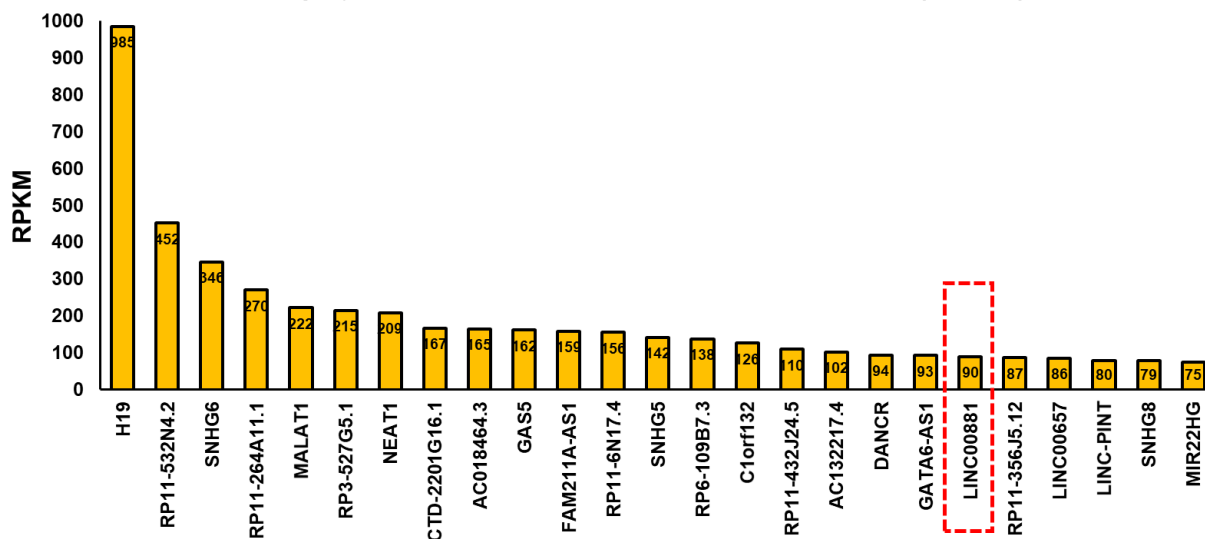

B

Cardiac Specificity of Top 25 lncRNAs in the Human Heart

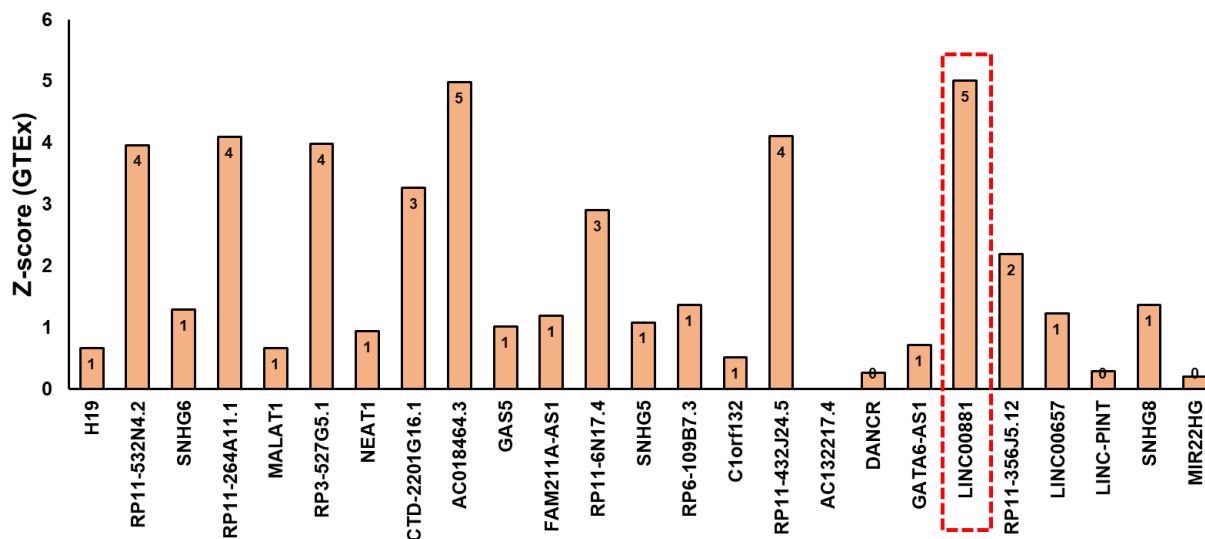

C

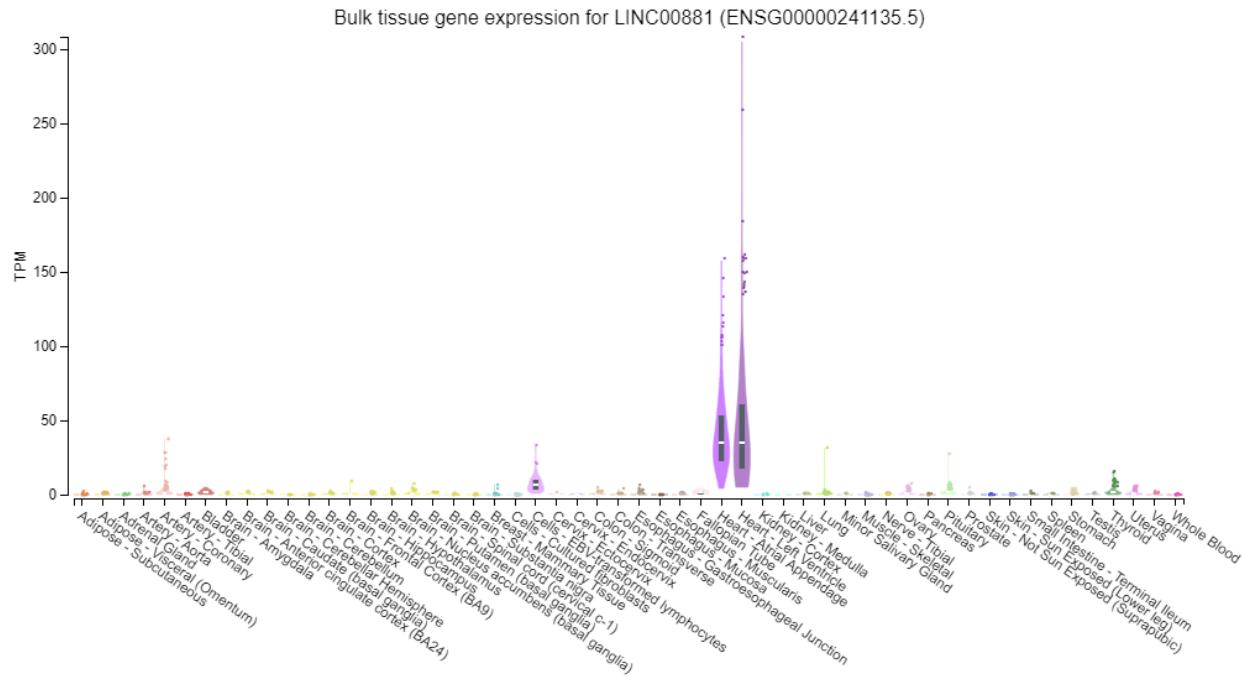

Supplemental Figure 2. Most highly expressed lncRNAs in the Human Heart. (A) Most highly expressed lnc-RNAs in the non-failing human heart in the descending order of RPKM using RNA-seq data obtained from GEO accession number 116250, (B) Cardiac-specificity of the most highly expressed cardiac lncRNAs determined by Z-score in the GTEx database, (C) Expression level of LINC00881 across diverse tissue types in the GTEx database (release v8).

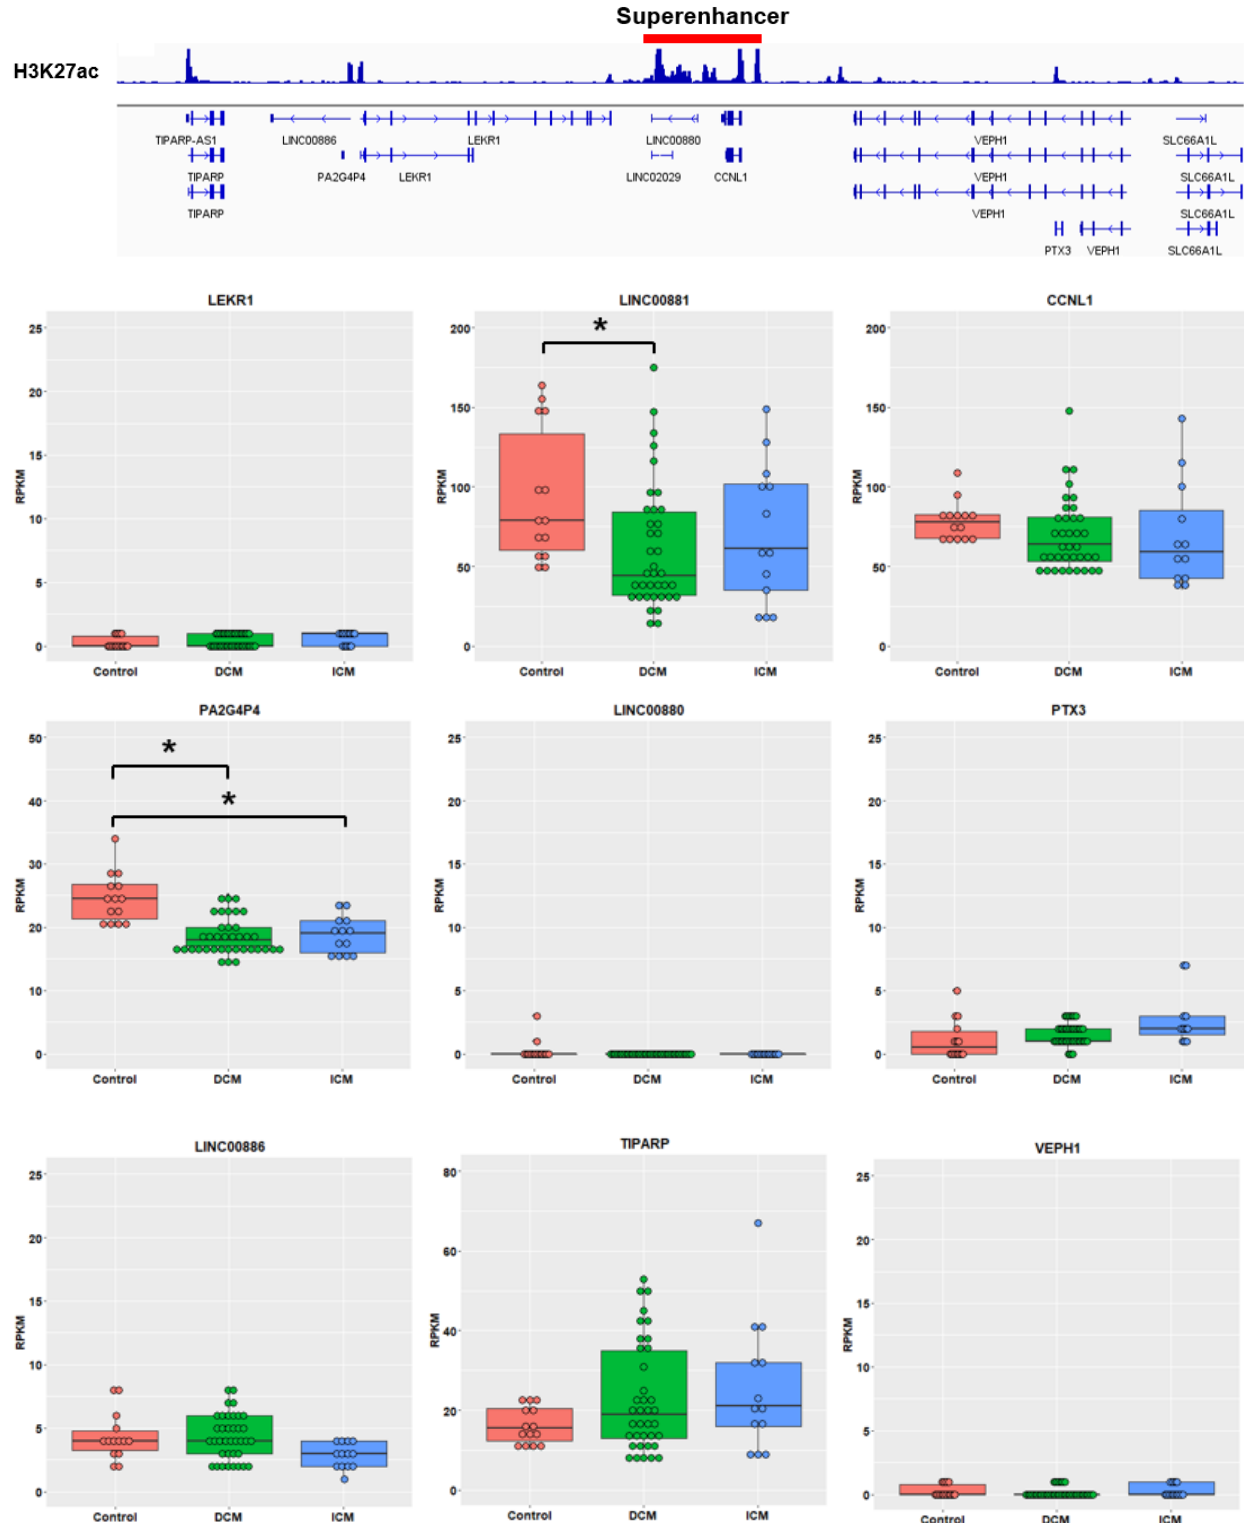

Supplemental Figure 3. LINC00881 cardiac super-enhancer region. Expression levels of LINC00881 and neighboring coding and non-coding transcripts in the non-failing (Control-red), non-ischemic (DCM-green), and ischemic (ICM-blue) human heart failure. RNA-seq data obtained from GEO accession number 116250. * FDR value < 0.05

A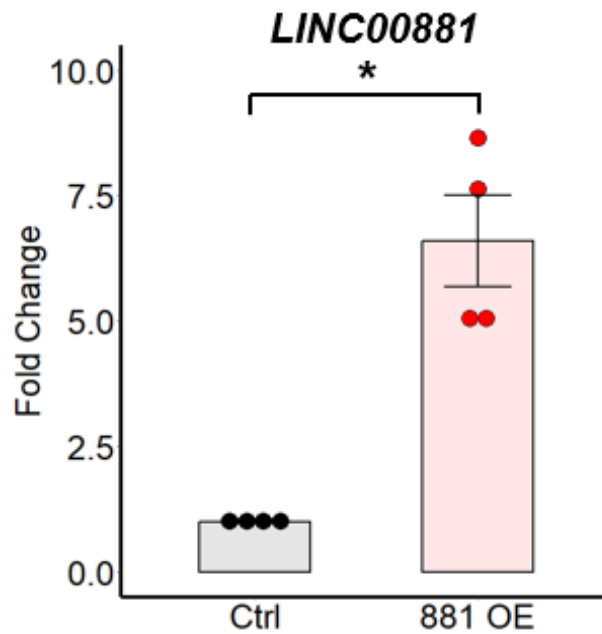**B**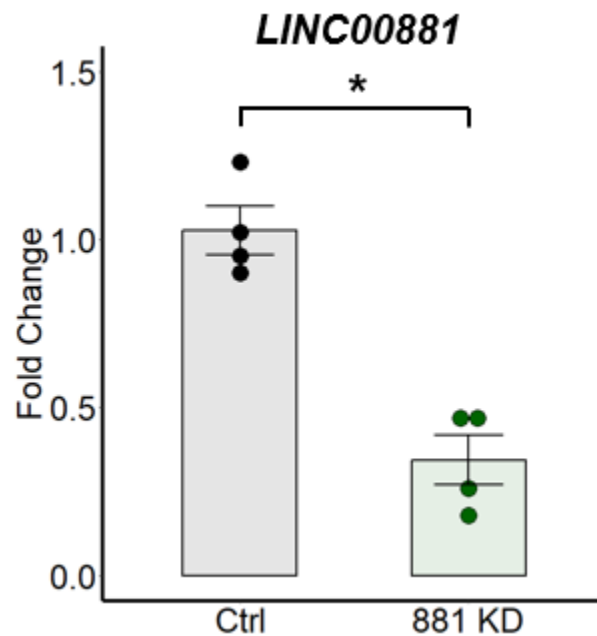

Supplemental Figure 4. LINC00881 overexpression and knockdown in the beating human iPS cell derived cardiomyocytes. (A) Plasmid-based overexpression of *LINC00881* validated by qPCR (B) GapmeR-mediated knockdown of *LINC00881* validated by qPCR * p-value <0.05 by unpaired t-test (n=4/group)

A

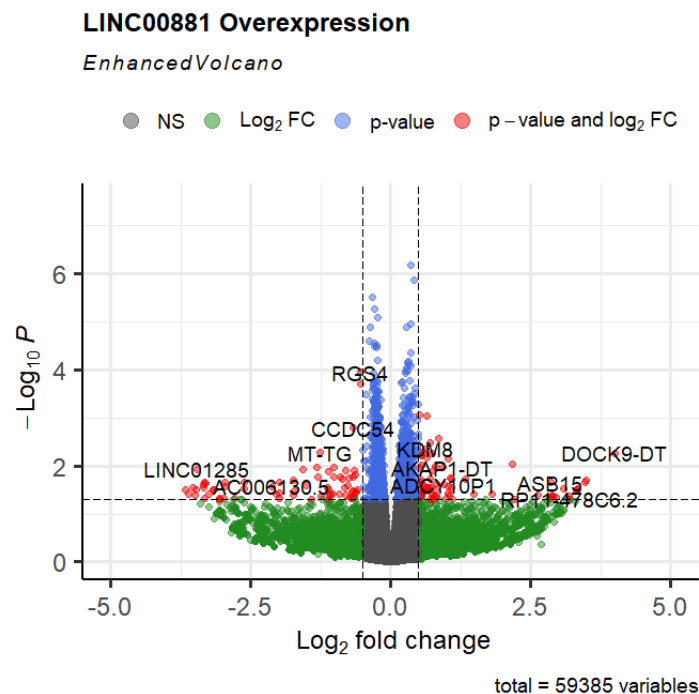

B

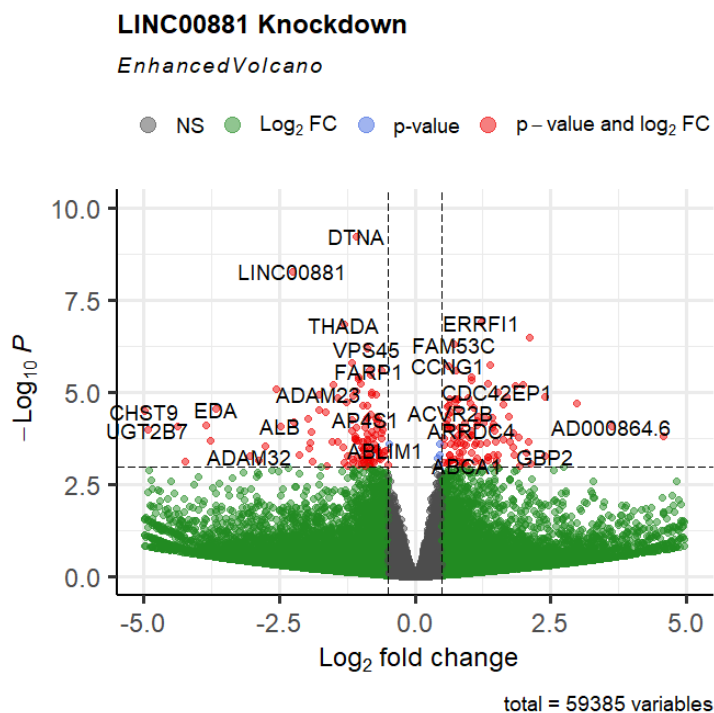

Supplemental Figure 5. RNA-seq in the beating human iPS cell derived cardiomyocytes.

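A volcano plot sets the log2 fold change of each transcript against its p value, so that transcripts with large and well-supported changes lie in the upper corners. Of the transcripts labelled in Supplemental Figure 5A, 6 were tested here and all had the plotted direction past the unadjusted cutoff: RGS4, a regulator of G protein signaling (log2 fold change -0.53), CCDC54 (-0.67) and the mitochondrial tRNA gene MT-TG (-1.25) were lower with overexpression, and KDM8 (0.63), AKAP1-DT (0.94) and ADCY10P1 (0.95) were higher. Another 5 had too few counts for edgeR's filter. Of those labelled in Supplemental Figure 5B, 21 were tested and all had the plotted direction past the cutoff, and 1 had too few counts. Among them ALB, the albumin gene (-2.48, standard error 0.70), UGT2B7, a glucuronosyltransferase (-4.61, standard error 0.86), and THADA (-1.32, standard error 0.23) were lower with knockdown, and ABCA1, a cholesterol exporter (0.95, standard error 0.28), and ARRDC4, an arrestin domain protein (1.03, standard error 0.24), were higher. Exons of KDM8 and THADA overlap a gene on the other strand, which leaves them uncertain. The labels were chosen on these libraries and are not independent evidence of direction.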

(A) Volcano plot of differentially expressed transcripts with *LINC00881* plasmid overexpression
(B) Volcano plot of differentially expressed transcripts with *LINC00881* GapmeR knockdown

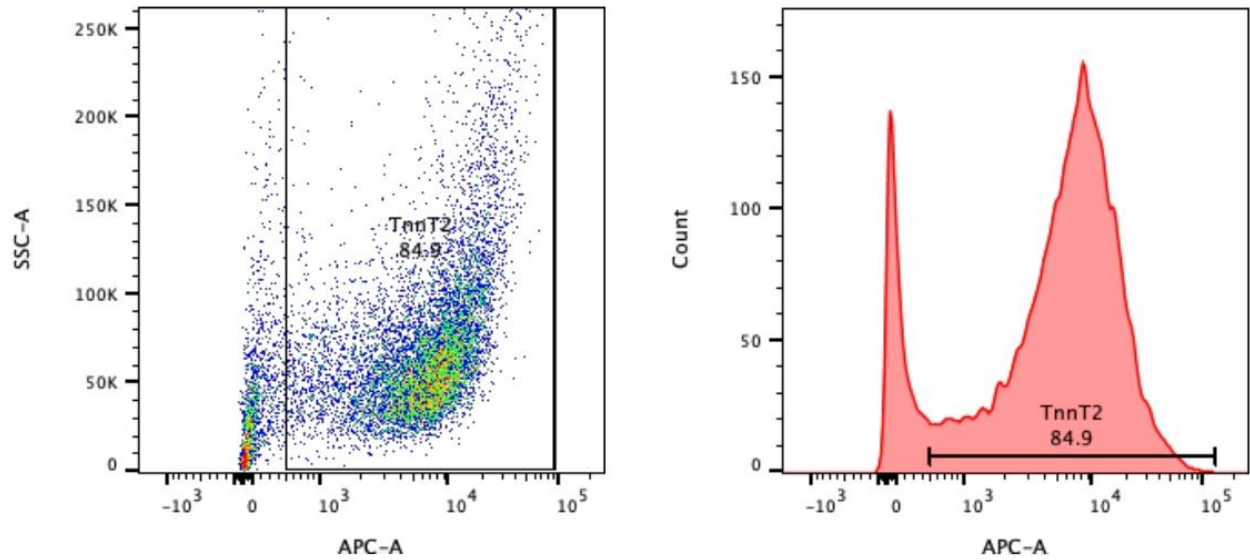

Supplemental Figure 6. Purity of beating human iPS cell derived cardiomyocytes (hiPSC-CMs). Flow cytometry analysis demonstrating percentage of human iPS cell derived cardiomyocytes staining positive (84.9% at day 20) for cardiac troponin T (*TNNI3*). Data is representative of at least 3 independent experiments.

Supplemental Table 1A. Echocardiographic and Laboratory Markers of 8 patients with paired pre- and post- LVAD cardiac tissue

Supplemental Table 1B. Characteristics of non-failing cardiac tissue donors used for genome-wide DNA methylation analysis

Supplemental Table 2. 2079 differentially methylated positions in Ischemic HF vs. Non-Failing (adjusted p-value <0.05, abs (delta beta) > 10%)

How the deposited data were processed for this re-analysis (not part of the article)

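Gene expression was measured by RNA-Seq in 16 libraries of hiPSC-CMs from the WTC-11 line, 4 each with control plasmid, LINC00881 plasmid, scrambled oligonucleotide and LINC00881 GapmeR. Each library was assigned to its group and replicate from the submitters' labels, which match the paper's design. The methylation arrays, qPCR, calcium imaging, RNA immunoprecipitation and chromatin accessibility experiments were not analysed here.

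The authors aligned paired reads to the Gencode release named in the paper's methods with STAR 2.7.3a and deposited a table of raw counts per gene symbol, with no normalization; the name of the table gives featureCounts with unstranded counting, so reads of overlapping genes on opposite strands were not told apart by strand. The values are whole-number counts for 59385 symbols, and every column belonged to a library of the study. Gene positions, lengths and GC content were taken from GENCODE release 29 on GRCh38, which matched 40216 symbols (67.7%) by current or older name, and 94.7% and 89.1% of the genes tested with overexpression and knockdown. No pair of replicates was alike enough to be a single library under different labels.

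The authors' differential expression used DESeq2. Here the test was edgeR's quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) with TMM scaling, robust dispersion and the filterByExpr filter, each model against its own control, 2-sided. Genes were counted at an unadjusted p under 0.05, the paper's cutoff, which its text does not call adjusted or unadjusted, and at a Benjamini-Hochberg adjusted p under 0.05. Shared genes were set against the number expected from independent lists, and the difference and the sum of the effects were tested in 1 fit of all 16 libraries. Gene lists (8 from the paper and 24 of cardiac structure, metabolism, stress responses, chromatin and other cell types) were tested with limma 3.58.1 by camera at a preset correlation of 0.01 and again with an estimated one. Library measures were compared by exact permutation tests, whose smallest p for 4 against 4 libraries is 0.0286.

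Genes were named by a rule fixed before the data were examined. It takes LINC00881, SMARCA4 and the genes named by the paper for these libraries or labelled in its plots, the 8 genes higher and 8 lower with the smallest p in each model among those with a mean of at least 1 CPM and groups that did not overlap, 6 shared genes per direction, and up to 4 members of each list. The paper's text and figures had been seen when the rule was written, and the hepatic and neighbor lists were drawn up with gene names in its supplemental figures known. Some genes that the rule takes are not reported here.

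The fitting code was tested on simulated counts with 200 changed genes per experiment. In the simulated overexpression experiment of 14355 genes, changes of 0.5, 1 and 2 on the log2 scale were found at the unadjusted cutoff in 85.1%, 94.0% and 100% of genes, and after adjustment in 55.2%, 82.1% and 98.5%. In the simulated knockdown experiment of 18127 genes the shares were 26.9%, 56.7% and 86.4%, and after adjustment 0%, 10.4% and 42.4%. Small changes with knockdown were thus largely out of reach of the adjusted test in the simulation, despite the deeper libraries. The simulation took the pooled spread as independent noise of each library and held no difference between the sets, so these shares need not hold for the real libraries.

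The alternatives were DESeq2 1.42.0 on the same genes and on all genes with at least 1 count, DESeq2 size factors in edgeR, all genes with at least 1 count, genes with a mean of at least 100 counts, limma-voom with sample weights, all 16 libraries in 1 fit, the replicate number as a block, a term for the run of tube numbers, protein-coding genes alone, offsets on gene length and on length with GC content (splines with 5 degrees of freedom), and each library left out in turn. A term for the set of knockdown libraries, fits within each set and offsets on the span of the gene were added after the data were seen. Genes whose exons overlap another gene are reported as uncertain.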

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

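Among the tests of this part, the set of knockdown libraries as a factor, the check on LINC00881 within the sets, the offsets on gene span, the comparisons of pairs of splits by share, by correlation and at matched list length, the splits of the knockdown libraries within the sets, and the 95% binomial intervals were chosen only after the results were seen.

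The knockdown effect differed between replicates 1 and 2 and replicates 3 and 4, with an adjusted p under 0.05 for 1027 genes by edgeR's test of the difference, and 915 of them (89.1%) had opposite signs in the sets. Swapped labels are argued against, since all 4 of 4 knockdown libraries had less LINC00881 than both controls of their own set. Abundant mitochondrial genes taking counts from the others are argued against by their shares. They took 22.8% of counts in the controls and 23.3% with knockdown in replicates 1 and 2, and 19.3% and 18.9% in replicates 3 and 4. Once mitochondrially encoded and ribosomal RNA genes were taken out, 98.6% of the 1027 genes were left with the same sign. TMM scaling trims extreme genes in both fits, so that test could hardly have come out otherwise and adds little. Gene length and GC content stay open as part of the difference: offsets on them left 80.0% (95% binomial interval 77.5 to 82.4), which reaches the bound of 80% set beforehand by less than the interval added afterwards, with 1187 genes called in all. A difference in the culture or its timing may also lie behind it, but no biological explanation was tested, because neither the labels nor the paper say what the replicate numbers stand for.

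Opposite directions in the models were seen in 166 of 196 shared genes, and chance cannot be excluded. Of 100 pairs of splits of the libraries 21, the real pair included, gave as large a share of shared genes with a single relation of signs (the highest other 100%, and 80 of 82 and 104 of 109 genes among them), and 7 as large an absolute Pearson r (the highest other 0.185). By number of genes only 1 of the 100, the real pair, reached 166 and the highest other gave 139, but no other drawn pair had lists as long in both models, so this count decides nothing; of the other pairs of splits with lists at least as long, each gave a smaller share (53.5 to 79.9%, against 84.7%), 1 a larger absolute r (0.152 against 0.13) and some a larger number (up to 413 of 743), and these pairs are too few to decide. A trend with gene length cannot be told apart from an effect of LINC00881 for part of them: offsets on length left 77.1% of the 166 genes past the cutoff in opposite directions (95% binomial interval 70.0 to 83.3, 128 genes), which lies around the bound of 80% that would have argued against it. An effect of LINC00881 itself stays open beside it.

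Genes lowered by knockdown were long on the genome, with a median span of 125931 bases against 16596 for those raised and 28661 for all tested. The Spearman correlation of the knockdown log2 fold change with span was -0.315 across genes, and -0.341 and -0.0939 within replicates 1 and 2 and replicates 3 and 4, so it did not hold at that size in both sets. Offsets on span left 43.0% of the 753 lowered genes below the cutoff (95% binomial interval 39.5 to 46.7). Their median log2 fold change went from -0.70 to -0.45, and the median standard error stayed at 0.24. The offsets take out of each library any change that follows span, whatever its source, so a smaller change was bound to follow from the trend. A large part of the lowered genes thus goes with the trend, but the offsets cannot show where the trend comes from. RNA quality, transcription of long genes, the oligonucleotide and the loss of LINC00881 itself were not told apart. Of the 166 genes with opposite directions, 114 were left after the same offsets.

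For the counts of genes changed in each model, chance cannot be excluded by the share of splits. With overexpression 2 of 35 splits gave at least 1737 genes, and the highest other, control replicates 1, 3 and 4 with overexpression replicate 4 against the rest, gave 2429. With knockdown 3 of 35 splits gave at least 1514 genes, but the other two follow the structure of the samples, by set (4327) or by set crossed with treatment (1852), and every further split gave at most 1312. With a term for the set the real split gave 2504 genes, and the highest other, again set crossed with treatment, 2809, with at most 1107 in the rest; these 18 splits within the sets are too few for a share under 0.05.

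The p53 target genes, which the paper does not discuss, were higher with knockdown for 8 of 19 members tested and lower for 0 (5 and 0 when adjusted over the list alone). They were CDKN1A, the cell cycle inhibitor p21 (log2 fold change 0.93, standard error 0.22, and 1.53 and 0.39 in the sets), the death receptor gene TNFRSF10B (0.76, standard error 0.18, and 1.07 and 0.47), PLK3 (1.34), MDM2, CCNG1, FDXR, AEN and TP53INP1. Camera gave adjusted p = 7.49e-06, and adjusted p = 0.0382 with an estimated correlation, which rose to 0.105 with the set term and 0.302 with the replicate block, and the median of the list was 0.44 and 0.34 in the sets. With overexpression, 2 of 18 were lower (ZMAT3 and RRM2B), 0 when adjusted over the list alone. Exons of CDKN1A, TNFRSF10B and PLK3 overlap a gene on the other strand, so these values are uncertain.

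Single libraries stood apart from the rest of their group in 5 of 84 groups of 4 values tested, and chance gives about 1 in 20 groups. LINC00881 was at 142 CPM in control overexpression replicate 2 and from 88.4 to 96.2 in the others. The 20 most abundant genes took 10.5% of counts in overexpression replicate 1 and 10.3% in each of the others. Histone genes took 0.0578% in control overexpression replicate 1 and from 0.0465 to 0.0481% in the others. ANKRD1 was at 147 CPM in knockdown replicate 1 and from 356 to 389 in the others, and SYNPO2L at 593 in knockdown replicate 2 and from 408 to 429 in the others.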

How the results depend on the processing

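The set term, the fits within sets and the span offsets were added after the data were seen. LINC00881 kept its direction and passed the unadjusted cutoff under every alternative, from 1.98 to 2.26 with overexpression and from -2.47 to -1.99 with knockdown when single libraries were left out. Causes were not tested unless named. The overexpression count of 1 after adjustment became 57 with DESeq2 on the same genes, 9 with DESeq2 on all genes with at least 1 count, 56 with edgeR on those genes, 205 with limma-voom, 0 for protein-coding genes alone, which leave out LINC00881, and 0 with all 16 libraries in 1 edgeR fit (147 at the unadjusted cutoff), where the larger spread of the knockdown libraries enters. The unadjusted count was 2615 with limma-voom. The knockdown count of 0 after adjustment (1514 unadjusted) became 194 and 167 with DESeq2 on the same and on all genes, 555 with all 16 libraries, and 2050 with replicates 3 and 4 alone. Its unadjusted count became 2611 with all genes, 2403 with limma-voom, 3342 with all 16 libraries, 2504 with the set term, and 3376 and 5034 within the sets. Span offsets gave 850 of 1220 genes higher.

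Shared genes, those in opposite directions and their share were 434, 281 and 64.7% with limma-voom, 25, 17 and 68.0% with all 16 libraries, 359, 295 and 82.2% with the set term, 414, 326 and 78.7% with replicates 1 and 2 alone, and 591, 410 and 69.4% with replicates 3 and 4 alone. The correlation between models was 0.01 on all genes with at least 1 count (0.00962 with DESeq2, 0.00616 with edgeR), -0.21 for means of at least 100 counts, -0.0725 with limma-voom, -0.0373 with all 16 libraries, -0.15 with length and GC offsets, and -0.0874 and -0.0726 within the sets. The difference between models passed for 67 genes in place of 17 at means of at least 100 counts. With an estimated correlation camera called 0 of 15 lists with overexpression and 2 of 16 with knockdown, lists that the study chose on these libraries included.

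SMARCA4 with overexpression was 0.15 and passed with all genes, and turned to -0.0194 with length and GC offsets. With knockdown it no longer passed with DESeq2 on the same or all genes or its size factors (-0.40 each), limma-voom (-0.25), the tube run (-0.34), and offsets on span (-0.19), length (-0.16) or length and GC (-0.22). CEBPG and PPP1R15A turned to -0.0443 and -0.0327 with replicates 3 and 4 of the knockdown alone. Of 2067 refits of 104 named genes with overexpression 336 lost the call and 0 turned sign; with knockdown 190 of 2188 lost it and 2 turned sign.

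Leaving out single libraries gave 1 to 260 genes after adjustment and 1014 to 2611 unadjusted with overexpression, 112 to 295 shared genes, 97 to 226 in opposite directions (68.1 to 91.1%), correlations from -0.14 to -0.0798, 1 to 142 genes that differ between models, and 8 to 15 lists with overexpression. SMARCA4 ranged from 0.0741 to 0.18 (past the cutoff without control overexpression replicate 1) and from -0.53 to -0.28. The highest counts with overexpression came without control replicate 2 and the lowest without overexpression replicate 3. The share of 68.1% came without knockdown replicate 2 and 91.1% without knockdown control replicate 2.

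Replicate numbers were also used as a block, although the number itself did not mark libraries that deviate together: with overexpression the correlations of residuals were from -0.09 to 0.13 for the same number, and with knockdown from 0.08 to 0.17, as for other numbers of the same set (0.0793 to 0.162), while across the sets they were from -0.175 to -0.0618. The replicate block gave 1920 genes (7 after adjustment) with overexpression, 1890 (0 after adjustment by edgeR) with knockdown and 299 shared genes, and with length and GC offsets 1621 (4 after adjustment) and 1877; SMARCA4 was then -0.0202 and -0.22. The overexpression libraries were shallower, and fewer genes passed edgeR's filter on low counts in them (14355 against 18127); whether depth or spread limits the calls was not compared.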

Differences from the paper's values

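No count differs from the paper's by more than 1.5 times at the paper's cutoff taken as unadjusted, but the knockdown count lies at the edge of that bound. With edgeR on genes past its filter, 1737 genes changed with overexpression where the paper reports 1545, and 1514 with knockdown where the paper reports 2268; of 196 shared genes (the paper's 199), 166 or 84.7% had opposite directions (the paper's 174 and 87.4%), 75 positively and 91 negatively regulated (the paper's 73 and 101). DESeq2 on all genes with at least 1 count, an alternative fixed before the data were examined, gave each of the paper's numbers at the unadjusted cutoff. After adjustment the same fit called 9 genes with overexpression and 167 with knockdown. The paper's lists thus match an unadjusted p, although its text does not say so.

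Figure 6A draws both sets of target genes as raised by knockdown and lowered by overexpression. Here 75 of the 166 genes were higher with overexpression and lower with knockdown, which is also what the paper's text says of its positively regulated genes.

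The paper proposes regulation of borderline significance for SMARCA4 and not for the other putative targets. Of the 7 others, BAZ1A was lower with overexpression at the unadjusted cutoff (log2 fold change -0.19), and the other 6 passed in neither model. SMARCA4 passed with knockdown (-0.40) and not with overexpression (0.14); edgeR on all genes with at least 1 count and leaving out control overexpression replicate 1 are the settings fixed beforehand under which it also passed with overexpression (0.15 and 0.18). Among the genes named with the Gene Ontology terms, CAMK2A, ATF1 and SIRT1 did not pass with knockdown over the pooled libraries and DNAJA1 did not pass with overexpression. With a term for the set all 5 calcium transport genes, CAMK2A among them, were lower with knockdown.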

Other observations

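Immediate early genes, which cells induce within minutes of a stimulus, were higher with knockdown for 10 of 20 members tested and lower for 0 (8 and 0 when adjusted over the list alone; camera adjusted p = 3.99e-08, and adjusted p = 0.149 with an estimated correlation). They included FOSL1, a component of AP-1 (log2 fold change 2.09, standard error 0.44, and 2.78 and 1.61 in replicates 1 and 2 and in replicates 3 and 4), the nuclear receptor gene NR4A1 (1.13, standard error 0.28, and 1.44 and 0.81) and the phosphatase gene DUSP1 (0.73, standard error 0.15, and 0.83 and 0.66). With overexpression 5 of 17 were lower and 0 higher, among them JUN (-0.28) and CCN2 (-0.18), with 0 when adjusted over the list alone and camera at adjusted p = 0.0565. ATF3 and KLF10 passed in both models and are targets that the paper chose on these libraries, so these counts are not fully independent evidence. The knockdown change of this list differed between the sets (camera on the difference, adjusted p = 0.0304, and adjusted p = 0.323 with an estimated correlation). Genes of cholesterol synthesis were higher with overexpression for 5 of 14 (2 when adjusted over the list alone), including LSS (0.37) and CYP51A1 (0.34) (camera adjusted p = 8.19e-04, and adjusted p = 0.399 with an estimated correlation). Heat shock genes were higher with knockdown for 3 of 13 (1 when adjusted over the list alone), including HSP90AB1 (0.42) (camera adjusted p = 0.00546, and adjusted p = 0.340 with an estimated correlation), and 2 of 13, HSPH1 and HSPA4, were lower with overexpression. Among the 3 was DNAJA1, also a target that the paper chose on these libraries. Hepatic and endodermal markers, a list drawn up with the paper's plots known, were lower with knockdown as a group (camera adjusted p = 3.72e-04, and adjusted p = 0.284 with an estimated correlation), with ALB the only 1 of 15 past the cutoff. APOB was the only 1 of 12 past it with overexpression.

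Several groups moved apart between the sets of knockdown libraries. Among them were the calcium handling genes, with medians of -0.70 and -0.07 in the sets (camera on the difference, adjusted p = 0.00216, and adjusted p = 0.270 with an estimated correlation). Of 20 cell cycle genes, 0 passed over the pooled libraries by edgeR, while 7 were lower and 0 higher in replicates 1 and 2, and 19 were higher and 1 lower in replicates 3 and 4 (camera on the difference, adjusted p = 5.83e-14, and adjusted p = 0.270 with an estimated correlation); MKI67, which encodes the proliferation marker Ki-67, lay at -0.21 and 1.26. With overexpression MCM2, MCM3 and MCM5 were higher, 3 of 20. Genes of the integrated stress and unfolded protein response had medians of 0.68 and -0.10 in the sets (adjusted p = 0.00216 for the difference, and adjusted p = 0.385 with an estimated correlation), with TRIB3 at 3.04 and -1.47 and SESN2 at 1.85 and -0.65; over the pooled libraries PPP1R15A was the only 1 of 17 past the cutoff. With overexpression 2 of 17 were higher and 1 lower. Cholesterol genes had medians of -0.56 and 0.17 (adjusted p = 2.14e-04, and adjusted p = 0.270 with an estimated correlation). Smooth muscle markers had medians of -0.54 and 0.23 (adjusted p = 0.00304, and adjusted p = 0.518 with an estimated correlation). They summed to 467 CPM in the controls and 302 CPM with knockdown in replicates 1 and 2, and to 1080 and 1307 CPM in replicates 3 and 4, so the sets also differed in these transcripts without knockdown.

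Of 19 cardiac transcription factors, ISL1 was lower (-0.28) and SRF higher (0.19) with overexpression, and NKX2-5 was lower with knockdown (-0.48). Of the wall stress and fetal genes, ANKRD1 and CRYAB were lower with overexpression, 2 of 11, and with knockdown NPPB (1.25) and ANKRD1 were higher and FHL2 lower (-1.12), of 12. Of 15 glycolysis genes, PFKM, PFKP and GAPDH were higher with overexpression (camera adjusted p = 0.0128, and adjusted p = 0.517 with an estimated correlation) and PGAM1 was higher with knockdown. Of 8 and 17 interferon and innate response genes tested, GBP1 was lower with overexpression (-0.62), and with knockdown GBP2 was higher (2.39) and IFI27 (-1.76) and IFI6 (-1.22) were lower. KDR was the only 1 of 2 endothelial markers higher with overexpression, and 0 of 3 passed with knockdown. No epicardial, neural or pluripotency marker passed the unadjusted cutoff in either model by edgeR, with 2, 3 and 3 tested with overexpression and 5, 5 and 4 with knockdown. Pluripotency markers summed to 97.1 ± 6.31 CPM with knockdown and 80.6 ± 4.95 in its controls (SD, n = 4 each; exact permutation test, p = 0.0286, adjusted p = 0.162 over 17 measures).

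Across genes the knockdown log2 fold changes had a Spearman rho with GC content of 0.0481, and of 0.186 and -0.122 in the sets. Exons of NR4A1, CCN2, LSS, CYP51A1, APOB, MCM2, CRYAB, FHL2, PFKM, PFKP, GAPDH and GBP2 overlap another gene, which leaves their values uncertain.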
